# Transcriptome analysis of *Azospirillum brasilense* vegetative and cyst states reveals large-scale alterations in metabolic and replicative gene expression

**DOI:** 10.1099/mgen.0.000200

**Published:** 2018-07-30

**Authors:** Elizabeth A. Malinich, Carl E. Bauer

**Keywords:** Gram-negative, differentiation, dormancy, cyst, *Azospirillum brasilense*, *Rhodospirillum centenum*

## Abstract

Several Gram-negative soil bacteria have the ability to differentiate into dormant cysts when faced with harsh environmental conditions. For example, when challenged with nutrient deprivation or desiccation, the plant-growth-promoting bacterium *Azospirillum brasilense* differentiates from a replicative and motile rod-shaped vegetative cell into a non-motile dormant spherical cyst. Currently, little is known about either the metabolic differences that exist between vegetative and cyst cell types, or about aspects of cyst physiology that allow dormant cells to survive harsh conditions. Here we compared transcriptomic profiles of vegetative and encysted *A. brasilense*. We observed that approximately one fifth of the *A. brasilense* transcriptome undergoes changes in expression between replicative vegetative cells and non-replicative cysts. A dramatic alteration in expression of genes involved in cell wall or cell membrane biogenesis was observed, which is congruent with changes in exopolysaccharide and lipid composition that occur between these cell types. Encysted cells also exhibited repressed mRNA abundance of genes involved in amino acid biosynthesis, ribosomal biogenesis and translation. We further observed that cysts create an anaerobic/micro-aerobic environment, as evidenced by repressed expression of oxidative phosphorylation genes coupled with increased expression of nitrate/nitrite reduction and nitrogen fixation genes.

## Data Summary

Sequence data presented in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series number GSE104188.

**Impact Statement**

*Azospirillum brasilense* is a soil bacterium that can form a productive endosymbiotic relationship with a wide variety of crop plants. This bacterium can provide plants with fixed nitrogen as well as bacterially synthesized plant growth hormones that stimulate root development, thereby enhancing plant fitness and crop yields. *A. brasilense* vegetative cells, however, do not survive well within a biofertilizer matrix. It has been suggested that the application of encysted *A. brasilense* in biofertilizer will increase shelf life and effectiveness. Biofertilizer formulated with encysted *A. brasilense* will need to account for cyst physiology and environmental interaction in order to support a productive *A. brasilense* colonization of plants. This study provides a new understanding of cysts as a non-replicative, but still active, morphotype of *A. brasilense* and reveals an initial understanding of internal cyst physiology.

## Introduction

Many bacteria can differentiate into specialized morphotypes in response to changing environmental conditions. Such life-style switches allow survival in a diverse array of environments. One well-characterized example are Gram-positive endospores that can form under stressful conditions. Gram-positive spores are known to persist for decades and be resistant to such adverse environmental conditions as UV radiation, heat, starvation and dehydration. The genetic and physical processes of Gram-positive endospore development have been extensively studied [1–3].

A lesser-studied dormant cell state involves the development of cysts by various Gram-negative bacteria such as members of the genera *Azotobacter*, *Azospirillum*, *Ramlibacter* and *Rhodospirillum* [4–7]. As with endospores, cysts are metabolically dormant cells that exhibit resistance to desiccation, starvation and oxidative stress. Despite functional similarities, Gram-negative cysts are quite distinct from Gram-positive endospores. Developmentally, endospores form within a terminally differentiated mother cell that lyses to release the spore. In contrast, Gram-negative cysts do not form internally and instead develop by formation of a thick extracellular polysaccharide exine layer that protects cysts from desiccation [8, 9]. Cysts also store large quantities of poly-β-hydroxybutyrate granules for use as an energy source [10].

While cysts have been physiologically characterized in several species, little is known about the genetics of cyst development beyond a few studies on *Rhodospirillum centenum* encystment, which have revealed that the control of cyst development in *R. centenum* involves several input signals [11–19]. One signal for controlling *R. centenum* encystment involves the production of cGMP, which was not previously thought to occur in bacteria [15, 16]. During cyst development, *R. centenum* synthesizes and excretes large quantities of cGMP, which is sensed by the encystment master regulator CgrA that is an ortholog of the cAMP catabolite repressor protein CRP [17]. Although direct involvement of cGMP in *Azospirillum brasilense* cyst development remains to be established, the *A. brasilense* genome does code for genes involved in cGMP production as well as a homolog of CgrA, indicating that cGMP may also be a signal controlling encystment in this species.

This study undertakes to differentiate the vegetative transcriptome from the cyst transcriptome in *A. brasilense*. Members of the genus *Azospirillum* are plant-growth-promoting bacteria that are known to provide direct agricultural benefits by increasing crop yields (see reference [20] for a review). *A. brasilense* is noted for its secretion of several plant phytohormones that alter and enhance root development [21] across a broad range of plant hosts. Although *A. brasilense* is widely utilized as a bio-fertilizer, its usefulness is limited due to the short shelf life of replicative *A. brasilense* inside the bio-fertilizer mix. As cysts can survive for long periods in unfavourable conditions [4, 22, 23], the use of cysts as a seed inoculum may overcome this shelf-life problem. The effective use of *A. brasilense* cysts in bio-fertilizers, however, requires the ability to control the induction, yield and persistence of cysts [22, 23]. In this study, we compared the transcriptome of vegetative and encysted cells of *A. brasilense* with the intent of understanding cyst development and physiology under non-nutritive desiccated conditions. Such information is needed to understand the physiology of cysts at a level that would allow their use as a seed inoculum to enhance crop production.

## Methods

### Bacterial strain and growth conditions

*A. brasilense* Sp7 (ATCC 29145) was the wild-type parent strain used in this study. Vegetative *A. brasilense* cells were grown in nutrient broth (NB) with 50 µg ml^−1^ rifampicin for 48 h at 30 °C with shaking. Bacteria were streaked onto NB plates with no drug selection and incubated for 48 h at 30 °C, from these cultures single colonies were selected for RNA extraction. *A. brasilense* cysts were grown by culturing *A. brasilense* in 5 ml NB with 50 µg ml^−1^ rifampicin selection for 48 h at 30 °C. Aliquots of 1 ml were centrifuged at 6000 ***g*** for three minutes and the pellets re-suspended in the same volume of encystment media (salts amended with 8 mM fructose and 0.5 mM nitrate). The aliquots were incubated without shaking for 24 h at 30 °C to induce cysting. Finally, the encysted culture was placed onto an empty sterile Petri dish (no medium or agar), allowed to evaporate to dryness and then incubated under desiccation conditions at 42 °C for 1 week to kill all remaining vegetative cells [4]. A subset of desiccated cysts were checked for viability after heating for 7 day by cultivating on NB at 30 °C.

### RNA isolation and sequencing

Three biological replicates of vegetative and cyst cells were aseptically collected from plates and suspended directly into 750 µl lysis buffer composed of 35 mM sodium dodecyl sulfate, 100 mM β-mercaptoethanol, 300 mM guanidinium thiocyanate and 500 µg ml^−1^ lysozyme in TE buffer at pH 8.0. Samples were incubated at room temperature for 15 min before being transferred to an MP bead bashing tube with lysis matrix B. Samples were subjected to bead bashing using an MP Fast Prep for three repetitions of 20 s at speed 4.0 followed by a 30 s rest at 4 °C. Samples were centrifuged at 12 000 ***g*** for 5 min and the supernatant removed to a 1.5 ml RNase free microcentrifuge tube with 500 µl acid phenol : chloroform at 5 : 1 ratio. A volume of 500 µl of 100 mM sodium citrate with 2 % PEG 2000 was added. Samples were mixed by inversion, incubated in a 64 °C water bath for six minutes, inverting every minute and finally cooled down on ice bath for 2 min. Samples were then centrifuged at 12 000 ***g*** for 5 min. Supernatant was mixed with 500 µl chloroform: isoamyl alcohol (98 : 2, v:v) in a heavy phase lock gel tube (VWR, catalogue number 10847-802). Samples were inverted to mix and centrifuged at 12 000 ***g*** for 5 min. The upper phase was recovered and RNA precipitated by adding one quarter volume of 8 M LiCl and an equal volume of 100 % ethanol, followed by incubation at −20 °C overnight. Precipitated RNA was pelleted at 12 000 ***g*** for 30 min at 4 °C and re-suspended in 100 µl RNase free H_2_O. RNA was finally cleaned with a Qiagen RNA Extraction Kit with in-column DNase treatment according to the manufacturer’s protocol.

RNA was sequenced by the Indiana University Bloomington Center for Genomics and Bioinformatics. In brief, RNA was quality checked using an Agilent Tape Station and depleted of ribosomal RNA. cDNA libraries were prepared using a Bacterial Scriptseq Complete Kit (Illumina). Sequencing was performed with Illumina NextSeq on high output 75 cycle. Read depth was 10 million 50 bp reads per sample, equal to 75× genome coverage. For vegetative and cyst samples, 96.9±0.3 and 90.27±0.3 % respectively aligned back to the *A. brasilense* Sp7 genome (NCBI Assembly GCF_001315025.1).

### RNA-seq validation

RNA sequencing (RNA-seq) was validated by quantitative real-time polymerase chain reaction (RT-qPCR) of three biological replicates. A set of 11 genes were randomly selected as validation points, normalized to three housekeeping genes (Table S1 and Fig. S1, available in the online version of this article). Quantitative reverse transcriptase polymerases chain reaction (RT-qPCR) was performed with a StepOne quantitative thermocycler with SYBR Green high ROX master mix (Bioline). Thermocycling conditions were as follows: 96 °C for three minutes followed by 40 repetitions of 96 °C for 30 s and 50 °C for 10 s, which was immediately followed by a melting curve. Samples were run in triplicate.

### RNA seq data analysis

Reads were trimmed with Trimmomatic on a sliding window of 5:25, minimum read length of 40 bp. Processed reads were aligned to the *A. brasilense* Sp7 genome (NCBI Assembly GCF_001315025.1) with Bowtie2 [24]. HTSeq-count was used to quantify the gene counts [25]. DESeq2 package in R was used to normalize sample libraries and analyze significantly differentially expressed genes between the vegetative and cyst cell states (for a thorough description of DESeq2 methodology see references [26, 27]). Genes were considered to be significantly different with a adjusted *P*-value of <0.01 and at least a log_2_fold change of ≥3.

## Results

### Technical overview

RNA-seq transcriptome data from *A. brasilense* vegetative and cyst cells was generated in order to understand transcriptional differences between the two cell states (see Methods). 

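The comparison rests on 6 libraries, 3 of vegetative cells and 3 of cysts, which the paper calls biological replicates. Vegetative cells came from colonies grown for 48 h on plates at 30 °C. Cysts were induced for 24 h with 8 mM fructose and 0.5 mM nitrate and then dried for 7 days at 42 °C, so medium, age and drying differ together with cell type. The paper states reads of 50 bp. What follows uses the authors' deposited table, which holds 5859 genes with a mean normalized count over all libraries, a log2 fold change of cyst over vegetative and an adjusted p. Values per library are not analysed here, so replicate spread enters only through that adjusted p. The p behind each adjusted p was recovered by undoing a Benjamini-Hochberg adjustment over the 5743 genes with a value, and a standard error was implied from it and the fold change, assuming a normal test with 3 libraries a group. On 6000 simulated genes, 99.5 % of standard errors came back within 5 % of the truth. The simulation used the same normal test and adjustment, so it checks the arithmetic and not these assumptions. The thresholds are the paper's, adjusted p below 0.01 and an absolute log2 fold change of at least 3. Gene lists were fixed from the orthology and GenBank names before any value was examined, and their shares past the thresholds were compared with all other tested genes by Fisher's exact test, two-sided. In simulated lists with added genes past the thresholds that test passed 0.05 in 100 % and in lists without them in 4.50 %. The first share largely follows from choosing the added genes by their calls. Apart from these, the simulated lists held independent genes drawn at random, so both shares do not carry over to short lists or lists of operon genes. The median log2 fold change of a list was set against 10000 random lists of like mean count, because the fold changes themselves vary with the mean count.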

Changes in individual gene expression were considered significant if there was a ≥3 log_2_fold mRNA abundance change in the cyst state compared with the vegetative state, with an adjusted *P*-value of <0.01. A significant gene is described as ‘repressed’ if there was a negative log_2_ fold change, indicating that the mRNA abundance of that gene was less in cysts as compared with vegetative cells. Likewise, genes are described as ‘elevated’ if there was a positive log_2_ fold change, indicating that mRNA abundance of a specific gene was greater in cysts as compared with vegetative cells.

This screen resulted in 1011 genes, out of a total of 5859 annotated in the genome, that were scored as exhibiting significant changes in expression. Of those genes, 326 encoded hypothetical proteins with 137 repressed and 189 elevated in cyst cells relative to vegetative cells. 

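Transcript levels differed widely between cysts and vegetative cells, in both directions. 1025 of 5743 genes with reads passed the thresholds, 553 higher and 472 lower in cysts in the authors' deposited table. Centring on the median of all genes, a Bonferroni adjustment or a test against a log2 fold change of 1 each left more genes lower than higher, so the lean upward depends on the setting. The largest increase among genes with a product name and a mean count of at least 50 was that of a transcriptional regulator (AMK58_12710, 6.98), and the largest decrease that of subunit a of the ATP synthase (AMK58_04385, -7.62), the membrane channel of that enzyme, both from the authors' deposited table. The implied standard errors of these 2 values were 1.15 and 0.44 log2 units, and the median over all genes past the thresholds was 0.50. Genes higher in cysts had a median mean count of 193, genes lower in cysts one of 3779. A further 63 genes had a log2 fold change of at least 3 either way without reaching the adjusted p limit. The 156 genes that the paper names by locus tag in its text or in Figs 3, 5, 7 and 8 are all among the genes with reads, and a direction is stated for 144 of them. The sign was as stated for 144, and 134 passed the thresholds. The stated directions come from the same comparison by the authors, so equal signs add no support.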

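Genes without a known function changed about as often as the others, with more of them higher than lower in cysts. Of 1835 tested genes labelled hypothetical, 316 passed the thresholds, 191 higher and 125 lower in cysts, by the authors' deposited table. That is 17.2 % of them against 18.1 % of all other genes (Fisher's exact test, two-sided, p = 0.416). Among the 709 other genes past the thresholds 362 were higher and 347 lower. The difference in split had p = 0.00545 and, over the label groups, adjusted p = 0.0709 (Fisher's exact test, two-sided), so it does not pass 0.05 after adjustment.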

The remaining 685 functionally annotated genes were manually sorted into 21 clusters of orthologous groups (COGs) based on the *A. brasilense* Sp7 Kyoto Encylopedia of Genes and Genomes orthologue and UniProt GO Biological process (Fig. 1). Multiple COGs were observed to be highly differentially regulated between cysts and vegetative cells, the details of which are highlighted below.

**Fig. 1.**
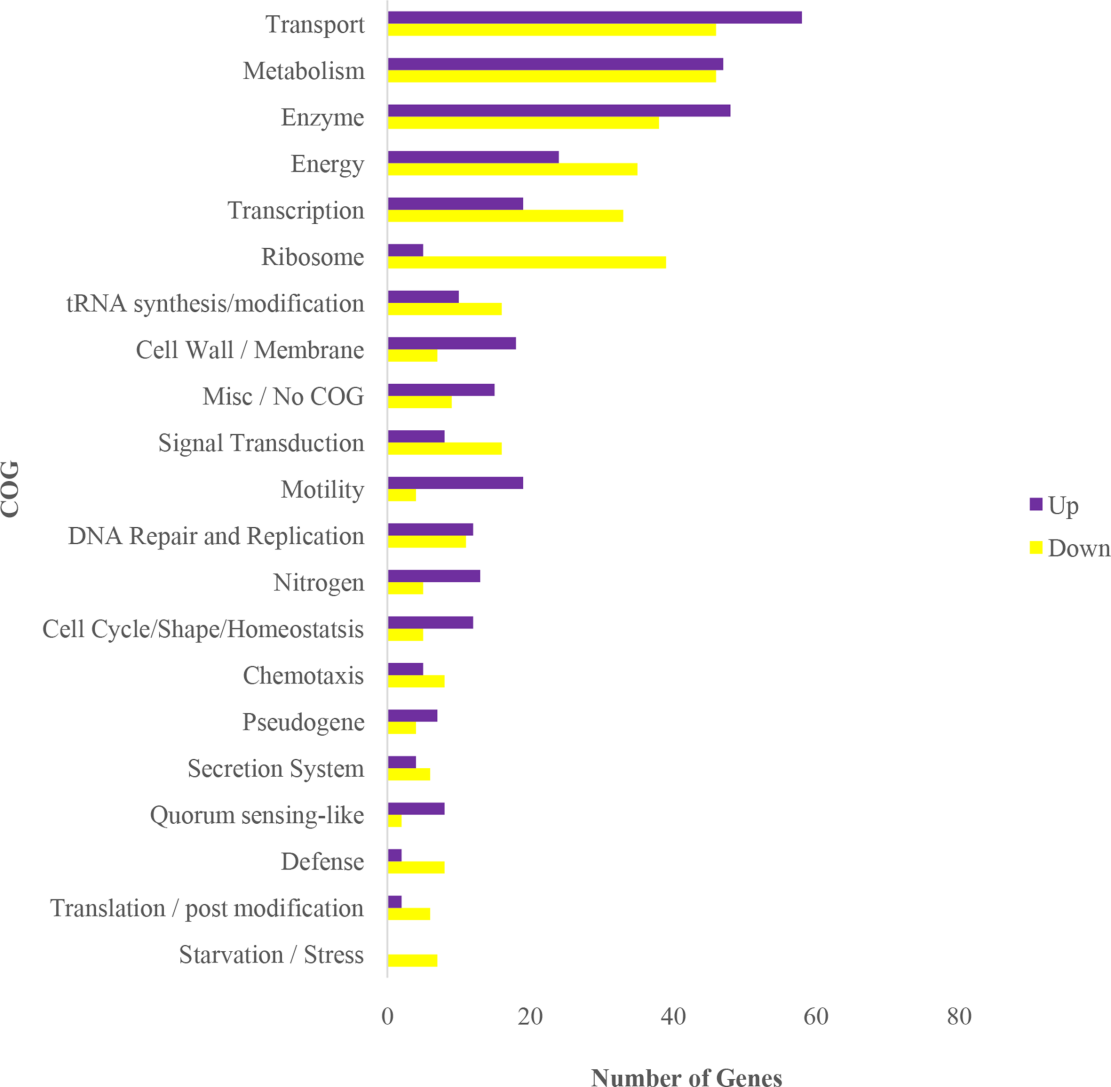
Differentially expressed genes (DEGs) were sorted into COGs (clusters of orthologous groups) based on the KEGG database. A total of 1011 DEGs were identified as significant between vegetative and cyst *A. brasilense*. Significant genes were considered to have a ≥ 3 log_2_fold change with a false-discovery-rate adjusted P-value of <0.01. DEGs were sorted into 21 COGs and the numbers of genes in each COG which were upregulated (top, purple bars) or downregulated (bottom, yellow bars) in cysts compared with vegetative cells are shown.

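Ribosome, motility and energy genes held more changes than their numbers alone would give. With the labels of the authors' deposited table folded for case and spelling, 41 of 110 ribosome genes passed the thresholds, 37 of them lower in cysts. Among motility genes 24 of 74 passed, 20 of them higher, and among energy genes 51 of 181, 20 higher and 31 lower, again by the labels of the authors' deposited table. Against all other genes, Fisher's exact test, two-sided, gave adjusted p = 3.8e-05, 0.0262 and 0.00979, adjusted over all label groups. Transport had 68 genes higher and 44 lower of 570, and metabolism 76 higher and 52 lower of 773, by the authors' deposited table. Neither share differed from that of other genes (adjusted p = 0.809 and 0.837, same exact test).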

### Transcription and signal transduction

Given the large number of changes in gene expression that exist between vegetative and cyst cells, it was not surprising to find a large number of expression changes in transcription regulatory genes. Specifically, 52 transcription factors exhibited significant differences in expression between cyst and vegetative cells (Fig. S2). Of these genes, 33 were repressed and 19 were elevated in cysts when compared with vegetative cells. 

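Regulators of transcription changed in both directions. Under the transcription label 48 of 272 genes passed the thresholds, 30 lower and 18 higher, by the authors' deposited table. Among the largest decreases were those of regulators at AMK58_04525 (-6.48) and AMK58_10415 (-6.51) and of a repressor of glycine cleavage (AMK58_09535, -6.45) in the authors' deposited table. Errors implied for these 3 were 0.31, 0.45 and 0.47. Of 236 genes whose product name says transcriptional regulator or factor, 14 rose and 20 fell, the same 34 genes when adjusted over the list alone. Against all other tested genes, the share past the thresholds had p = 0.166 by Fisher's exact test, two-sided, and adjusted p = 0.438 over the lists. The lean of the label group towards lower levels had p = 0.0253, adjusted p = 0.158 over the label groups (Fisher's exact test, two-sided, on direction among genes past the thresholds). It does not hold at every lower minimum fold change, with 57 lower and 55 higher at a minimum of 2, 83 lower and 96 higher at adjusted p below 0.05 and a minimum of 1, and 82 lower and 89 higher with no minimum. In a test against a log2 fold change of 1 there were 59 lower and 46 higher, and after centring on the median of all genes 32 and 17, so the lean stays there. The label median, 0.22, is positive.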

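A set of 4 regulators of the GntR and LacI families rose in cysts. The GntR family genes AMK58_22705 (4.18), AMK58_26435 (3.97) and AMK58_05505 (3.67) and the LacI family gene AMK58_14110 (3.79), annotated as a regulator of gluconate use, all passed the thresholds in the authors' deposited table. Standard errors implied for them lay between 0.50 and 0.71.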

Of particular interest, were four elevated transcription factors that belong to the GntR/LacI family of regulators (AMK58_05505, AMK58_26435, AMK58_22705 and AMK58_14110). The GntR/LacI family of transcription factors are involved in gluconate metabolism in the Entner–Doudoroff pathway. Repressed transcription factors included a repressor of polyhydroxyalkanoate (PHA) biosynthesis (AMK58_26785). 

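The repressor of polyhydroxyalkanoate synthesis, AMK58_26785, fell by 3.15 log2 units in the authors' deposited table (adjusted p = 5.2e-19). The implied standard error was 0.34, which gives a 95 % interval of -3.82 to -2.48. This regulator acts on the genes that form the storage polymer granules.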

PHA is interesting because it is the parent form of poly-β-hydroxybutyrate (PHB) and is known to accumulate to high levels in cyst cells, where it may serve as an energy source [28, 29].

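Signalling genes did not change more often than other genes, and more of them fell than rose. Of 161 genes under the signal transduction label, 20 passed the thresholds, 13 lower and 7 higher in cysts, by the authors' deposited table. Against all other genes the odds ratio was 0.646 (Fisher's exact test, two-sided, p = 0.0754, adjusted p = 0.529 over the label groups).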

A total of 24 genes involved in signal transduction were also identified as being differentially expressed between cyst and vegetative cells (Fig. S3). Many of these signal transduction genes control processes related to the various COGs, as discussed below. For example, cell cycle signal transduction genes (AMK58_19580, AMK58_16040 and AMK58_08720) were repressed in cysts, as were a number of genes involved in the cell cycle (Data S1). Likewise, a response regulator transcript (AMK58_21415, NasT) required for nitrogen fixation and growth in the presence of nitrate was elevated in cysts as was also the case for several *nif* genes.

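The phosphotransferase ChpT and a PleC-type kinase, parts of the relay that controls the cell cycle in Alphaproteobacteria, fell in cysts. The authors' deposited table gives -3.73 for ChpT (AMK58_19580) and -3.90 for PleC at AMK58_08720. A further PleC-type kinase, AMK58_16040, had -2.83 (adjusted p = 9.0e-08) in the authors' deposited table, under the minimum fold change. The implied standard errors were 0.48, 0.46 and 0.51.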

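NasT, the regulator of nitrate assimilation genes, rose by 4.47 log2 units in the authors' deposited table (AMK58_21415, adjusted p = 2.3e-19). Its implied standard error was 0.48, and it stood at rank 103 of all tested genes by increase. The gene lies next to the nitrate transport genes in locus order.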

There were eight histidine kinases/response regulators without known functions that were highly differentially regulated in the encysted versus vegetative cell states. Five of these genes were repressed (AMK58_05345, AMK58_08865, AMK58_17100, AMK58_23595 and AMK58_21530) and three were elevated (AMK58_02315, AMK58_18075 and AMK58_13080). 

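Among kinases and regulators of unknown function, the lower ones included the most abundant. The regulators AMK58_05345 (-4.49) and AMK58_08865 (-4.35) and the histidine kinase AMK58_17100 (-3.14) fell in the authors' deposited table. Kinases AMK58_23595 (-2.93, adjusted p = 2.0e-09) and AMK58_21530 (-2.65, adjusted p = 7.5e-06) stayed under the minimum fold change in the authors' deposited table. The histidine kinase AMK58_02315 (3.71) and the regulator AMK58_18075 (3.89) rose, also by the authors' deposited table. Implied standard errors ran from 0.17 to 0.57 in the 5 lower genes.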

AMK58_13080 was one of the most elevated (6.42 log_2_ fold change) during encystment and also contains a GGDEF domain, indicating probable involvement in the synthesis of c-di-GMP. In this regard we also observed that two additional di-guanylyl cyclases (AMK58_02945 and AMK58_12665) and one di-cyclic-GMP binding protein (AMK58_18090) were also differentially regulated, as was also the case for an adenyl cyclase (AMK58_04750). 

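AMK58_13080, annotated as a diguanylate kinase, had a log2 fold change of 6.83 in the authors' deposited table (adjusted p = 0.00481). Its mean normalized count was 15.2, also from the authors' deposited table, so few reads carry this value. The implied standard error was 2.27, with a 95 % interval of 2.37 to 11.29. By fold change it stood at rank 2 among all tested genes. Its call ends at adjusted p below 0.001, with a Bonferroni adjustment and in a test against a log2 fold change of 1. The paper prints a slightly lower fold change for this gene.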

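Enzymes that make or bind cyclic nucleotides, the second messengers of bacterial signalling, changed in both directions. The diguanylate cyclase AMK58_02945 (4.22) and the adenylate cyclase AMK58_04750 (3.48) rose in the authors' deposited table. The cyclase AMK58_12665 (-3.44) and the c-di-GMP binding protein AMK58_18090 (-3.62) fell in the authors' deposited table. Implied standard errors of these genes ran from 0.49 to 0.88. Over the list of 25 cyclic nucleotide genes 3 rose and 1 fell, 4 in all also when adjusted over the list alone. The share past the thresholds had p = 1.00, adjusted p = 1.00 over the lists (Fisher's exact test, two-sided, against all other tested genes).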

*A. brasilense’s* close neighbor, *R. centenum*, also differentially regulates several di-guanylyl cyclases during induction of its cysting state [18]. Thus, the role of c-di-GMP in regulating encystment warrants further scrutiny and experimentation.

### Ribosome biogenesis and translation

Previously it has been shown that *Azospirillum* cysts have reduced protein content [10]. This observation matches our transcriptome results, which showed repression of genes involved in ribosome biogenesis, translation and tRNA expression/modification (Fig. 2; Data S1). 

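Ribosomal protein genes fell together in cysts. Of 55 such genes, 31 fell and 1 rose, and the same 32 passed when adjusted over the list alone. The largest decreases in the authors' deposited table were those of L7/L12 (AMK58_10430, -6.61), S17 (AMK58_10340, -6.47) and L22 (AMK58_10360, -6.23), and the 1 increase, picked out after its value was seen, was that of L19 (AMK58_12215, 3.97). Compared with all other tested genes, the share past the thresholds gave p = 2.0e-11 in Fisher's exact test, two-sided, with adjusted p = 7.4e-10 over the lists, and the lean towards lower levels had adjusted p = 1.4e-08. Their median log2 fold change, -3.56, lay below the medians of all 10000 random lists of like mean count, the central 95 % of which ran from -2.53 to -1.43. Of 23 aminoacyl-tRNA synthetases, which load tRNAs, 2 fell, the valine (AMK58_07750, -3.86) and serine (AMK58_16845, -3.02) enzymes, in the authors' deposited table, the same number when adjusted over the list alone (Fisher's exact test, two-sided, p = 0.410, adjusted p = 0.607). The paper sets these decreases beside the reduced protein content known for cysts and states that the 2 match.

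**Figure D1:**
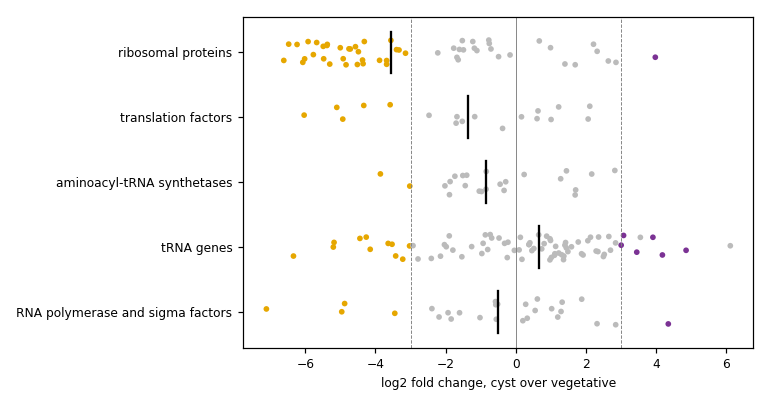
Log2 fold change of cyst over vegetative for each gene of 5 lists, with genes past the thresholds in purple (higher in cysts) or yellow (lower), other genes in grey, list medians as black bars, and dashed lines at the minimum fold change of 3 either way.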

Not all tRNA genes were repressed, however, as those tRNAs that attach to methionine, lysine and glutamine were elevated. 

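Single tRNA genes moved both ways, and as a group they did not change more often than other genes. Of 81 tRNA genes with reads, 6 rose and 11 fell, 17 in all also when adjusted over the list alone. The largest decreases were those of a threonine (AMK58_10485, -6.34), a glycine (AMK58_02175, -5.20) and a tyrosine tRNA (AMK58_10475, -5.18) in the authors' deposited table. Among the genes picked out after their values were seen because the paper names their amino acids, all 3 glutamine tRNA genes had negative values in the authors' deposited table, at -0.48, -2.15 and -4.15, of which the last passed the thresholds. A methionine (AMK58_18680, 4.17) and a lysine tRNA (AMK58_16990, 3.00), picked out in the same way, rose in the authors' deposited table. The lysine gene, with an implied standard error of 0.81, no longer passes with a Bonferroni adjustment, in a test against a log2 fold change of 1 or after either centring. The implied standard errors of the 3 glutamine genes were 0.34, 0.27 and 0.77. For this share, Fisher's exact test, two-sided, against all other tested genes gave p = 0.465, adjusted p = 0.661 over the lists. The list median, 0.65, lay at percentile 65.5 of random lists of like mean count.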

The specific role of these three elevated tRNAs in cyst development is unclear. 

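Both copies of elongation factor Tu, which carries aminoacyl-tRNA to the ribosome, and 1 copy of elongation factor G, which moves the ribosome along the message, fell in cysts. In the authors' deposited table the values were -6.03 (AMK58_10395) and -5.10 (AMK58_10465) for Tu and -4.93 (AMK58_10400) for G. Other genes annotated as elongation factor G, picked out after their values were seen, had -1.70 (AMK58_03310) and 0.63 (AMK58_09745) in the authors' deposited table and did not pass. Of 18 translation factor genes, 5 fell and none rose, the same number when adjusted over the list alone. Fisher's exact test, two-sided, of the share past the thresholds against all other tested genes gave p = 0.348, adjusted p = 0.564 over the lists. The lean towards lower levels had p = 0.0205, adjusted p = 0.126 (Fisher's exact test, two-sided, on direction).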

Genes involved in translation, such as elongation factors Tu and G, were also transcriptionally repressed (Fig. 2). In congruence with an overall reduction in protein synthesis, we also observed six genes involved in amino acid metabolism that were repressed (Data S1). 

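Genes that make amino acids moved both ways, with more lower than higher. Of 97 genes of amino acid synthesis, 9 fell and 4 rose, the same 13 when adjusted over the list alone. The largest changes in the authors' deposited table were decreases of homoserine kinase (AMK58_09430, -4.98), of the threonine pathway, and of glutamine synthetase (AMK58_06040, -4.79), which takes up ammonium, and glutamate synthase (AMK58_09415, -4.71). The errors implied for these genes were 0.26, 0.22 and 0.24. Against all other tested genes, the share past the thresholds had p = 0.286 by Fisher's exact test, two-sided, and adjusted p = 0.564 over the lists. Under the label for amino acid biosynthesis, 4 of 41 genes passed, all lower, by the authors' deposited table.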

Reduced protein synthesis in *Azospirillum* cysts is also consistent with our previous transcriptome study on *R. centenum* cysts [19].

**Fig. 2.**
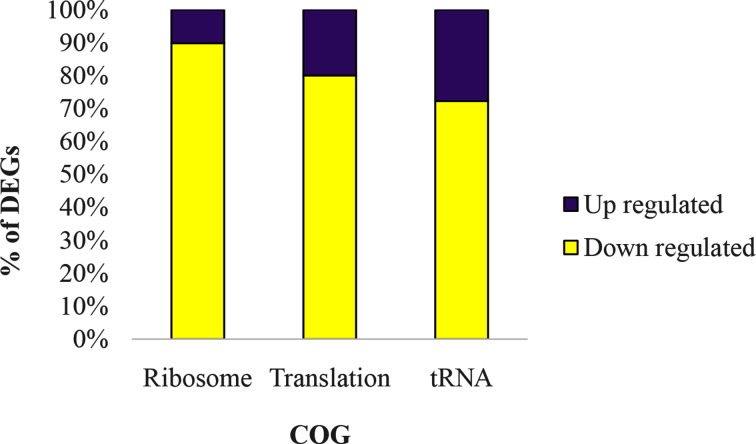
Ribosome biogenesis, translation and tRNA modification are transcriptionally downregulated in cysts. Data is shown as the percentage of DEGs in each COG which were upregulated or downregulated in cysts compared with vegetative cells.

### Cell cycle, DNA replication, maintenance and repair

Given that cysts are a dormant non-replicative form of *Azospirillum,* it was not surprising to see that genes involved in cell cycle, DNA replication and DNA maintenance and repair were altered in cyst cells (Data S1). Six genes participating in cell division were identified as significantly regulated in cysts. Three transcriptionally repressed genes included those involved in septation ring formation (AMK58_17660), chromosome partitioning (AMK58_ 20365) and cell division topological specificity (AMK58_ 04425). However, genes for a hypothetical chromosome partitioning protein (AMK58_ 21450), GTP binding protein (AMK58_12430) and circadian clock protein (AMK58_25610) were elevated. 

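Few division genes changed beyond the thresholds. A gene annotated as septation ring regulator EzrA (AMK58_17660, -4.41), a partitioning protein (AMK58_20365, -3.49) and MinE (AMK58_04425, -3.44), which helps to place the division site, fell in the authors' deposited table. A ParB-type protein (AMK58_21450, 3.11), a GTP-binding protein (AMK58_12430, 3.11) and the clock protein KaiC (AMK58_25610, 3.99) rose, also by the authors' deposited table. The first 2 of these increases end under either centring, and that of AMK58_12430 also with a Bonferroni adjustment. Implied standard errors lay between 0.33 and 0.42 for the lower genes and between 0.41 and 0.68 for the higher ones. Of 41 cell division and partitioning genes, 3 fell and 1 rose, the same 4 when adjusted over the list alone. The share past the thresholds had p = 0.220, adjusted p = 0.510 over the lists (Fisher's exact test, two-sided, against all other tested genes). Their median, -0.50, lay at percentile 18.5 of random lists.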

A total of 23 genes involved in DNA replication and repair were differentially expressed between vegetative and cyst cells (Fig. 3). Specifically, genes involved in DNA replication initiation and elongation (AMK58_19645, AMK58_19355, AMK58_17670, AMK58_12150, AMK58_06095 and AMK58_21855) were generally repressed, while many genes involved in DNA repair were elevated. This indicates that cysts prioritize the maintenance of DNA integrity over DNA replication, which is suppressed.

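Under the label for DNA repair and replication 20 of 124 genes passed the thresholds, 11 higher and 9 lower in cysts, by the authors' deposited table. That share did not differ from other genes (Fisher's exact test, two-sided, p = 0.722). The higher genes of Fig. 3 were mostly nucleases and repair enzymes, among them endonuclease III (AMK58_09790, 4.34), which removes damaged bases, and RecA (AMK58_10020, 4.33), which pairs broken strands, with gyrase subunit A (AMK58_16980, 4.00) beside them in the authors' deposited table. The largest decreases of that figure outside replication were an endonuclease (AMK58_13185, -5.23) and the GxxExxY protein (AMK58_12535, -4.89), by the authors' deposited table. Their implied standard errors were 0.74, 0.63, 0.99, 0.42 and 0.23.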

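Some genes of replication and chromosome structure fell, while replication genes as a list did not stand out. Both HU-type DNA-binding proteins (AMK58_06095, -5.55, and AMK58_21855, -5.14), both subunits of topoisomerase IV (AMK58_19645, -5.08, and AMK58_17670, -4.75), which parts daughter chromosomes, and ribonuclease HII (AMK58_19355, -4.94) fell in the authors' deposited table. RmuC (AMK58_12150, -4.56), which the paper lists with them, fell as well in the authors' deposited table. Over the list of 33 replication genes 6 fell and 1 rose, 7 also when adjusted over the list alone. Compared with all other tested genes, the share past the thresholds gave p = 0.647 in Fisher's exact test, two-sided, with adjusted p = 0.851 over the lists, and the lean towards lower levels had p = 0.0530, adjusted p = 0.218. The list median lay at percentile 32.4 of random lists of like mean count. Repair genes were split. Of 82 repair and recombination genes 6 rose and 7 fell, 13 also when adjusted over the list alone (Fisher's exact test, two-sided, p = 0.771 for calls and p = 0.589 for direction). UvrB (AMK58_15830, -3.80), of excision repair, and RecO (AMK58_19650, -3.77), of strand repair, were among the lower genes in the authors' deposited table.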

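From lower replication genes and higher repair genes the paper concludes that cysts put the upkeep of DNA before its copying. Other high repair values of Fig. 3 in the authors' deposited table were those of exonuclease V (AMK58_24710, 3.76), a uracil-DNA glycosylase (AMK58_20065, 3.62) and both subunits of exonuclease VII (AMK58_11310, 3.17, and AMK58_15525, 3.17). Standard errors implied for them were 0.56, 0.67, 0.63 and 0.58. The helicase PriA (AMK58_11775), which restarts stalled replication, fell by 4.65 in the authors' deposited table. Its implied standard error was 0.32.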

**Fig. 3.**
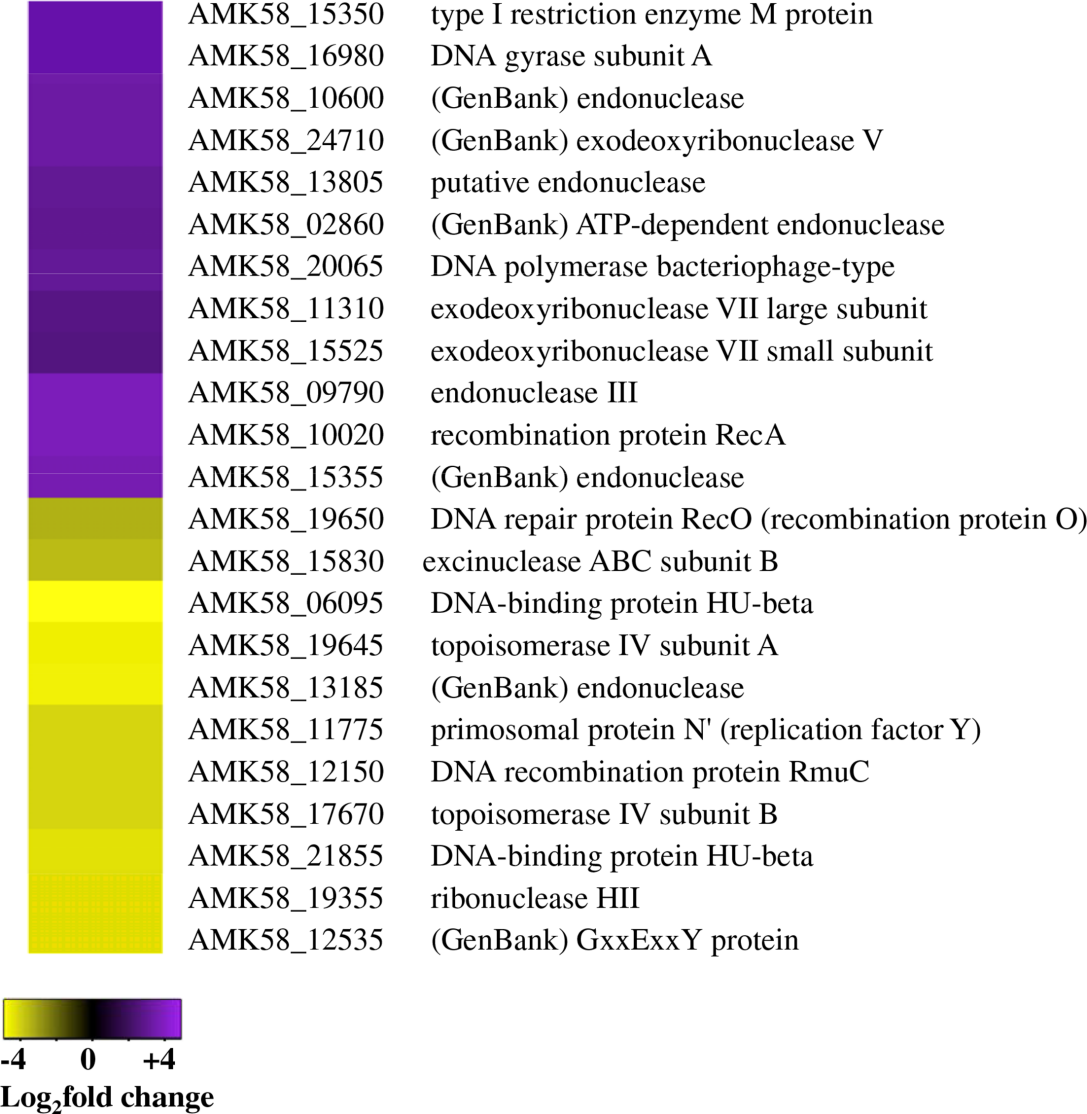
Cysts suppress DNA replication while elevating DNA repair expression. Heat maps display the DEGs belonging to the DNA repair and replication and cell cycle COGs. Purple indicates upregulated and yellow indicates downregulated DEGs in cysts as compared with vegetative cells.

### Energy generating processes

Analysis of genes encompassing the energy generation COG shows that cysts display a drastically different energy transcriptome from vegetative cells. Notably, the expression of many high-energy-generating processes, such as oxidative phosphorylation, are attenuated in cyst cells (Fig. 4). For example, there was a three to eight log_2_ fold repression of an operon that codes for 11 type 1 NAD(P)H-quinone oxidoreductase subunits, a gene coding for succinate dehydrogenase, 11 respiratory cytochrome genes and four genes coding for ATPase subunits (Fig. S4). 

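Complex I, the proton-pumping NADH dehydrogenase, fell across most of its operon. Of 15 genes on the complex I list 8 fell and none rose, the same number when adjusted over the list alone, and 14 had negative log2 fold changes. The largest decreases in the authors' deposited table were those of subunits D (AMK58_06125, -4.37), C (AMK58_06120, -4.36) and E (AMK58_06130, -4.10). Subunits G (AMK58_06140, -2.98) and L (AMK58_06165, -2.98), picked out after their values were seen, lay just under the minimum fold change in the authors' deposited table. For this share, Fisher's exact test, two-sided, against all other tested genes gave p = 0.00197, adjusted p = 0.0243 over the lists, and the direction test adjusted p = 0.0362. The list median, -3.32, lay at percentile 2.94 of random lists of like mean count, and genes of 1 operon are not independent. With a minimum fold change of 1, or none, the list no longer stood out. Succinate dehydrogenase, which feeds electrons from the citric acid cycle, did not pass in any of its 4 subunits, with values in the authors' deposited table of -2.99 to -2.15 and 0 calls also when adjusted over the list alone. Implied standard errors there ran from 0.33 to 0.48. None of 5 genes of the bc1 complex passed, also when adjusted over the list alone, and their median was -1.87, at percentile 2.41.

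**Figure D2:**
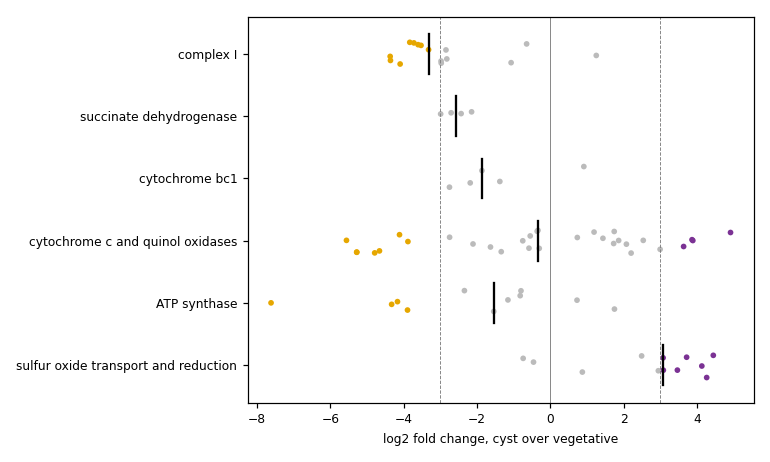
Log2 fold change of cyst over vegetative for each gene of 6 lists of respiration and sulfur use, with genes past the thresholds in purple (higher in cysts) or yellow (lower), other genes in grey, list medians as black bars, and dashed lines at the minimum fold change of 3 either way.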

As shown in Fig. 4, type I NAD(P)H-quinone oxidoreductase (complex I) and succinate dehydrogenase (complex II) both shuttle electrons to ubiquinone to generate reduced ubiquinol. These ubiquinol electrons can be directly involved in reduction of oxygen to water via ubiquinol (*cbb_3_* type) cytochrome oxidase or shuttled to cytochrome c oxidase (complex IV) via additional electron transfer components involving cytochrome *bc*_1_ (complex III) and cytochrome *c*. Note that electron transfer among complex I, III and IV all result in transduction of protons across the membrane, generating a membrane potential that is used to drive ATP production by ATPase (complex V) (Fig. 4). In cyst cells, there was significant reduction of transcripts coding for subunits of complex I and IV. This would lead to membrane depolarization coupled with reduced need for ATPase, which is manifested by concurrent reduction of ATPase gene expression. 

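Among genes named for the ATP synthase, which makes ATP from the proton gradient, 4 fell, including that of subunit c of its membrane ring. Of 11 genes on the list 4 fell and none rose, the same number when adjusted over the list alone. Besides subunit a, subunit c (AMK58_04380, -4.33) and protein I (AMK58_04390, -4.17) fell furthest in the authors' deposited table. AMK58_04390 is protein I by its orthology name only, and its GenBank name is phosphoribosylaminoimidazolecarboxamide formyltransferase. Fisher's exact test, two-sided, of the share past the thresholds against all other tested genes gave p = 0.117, adjusted p = 0.380 over the lists. The list median was -1.55, at percentile 37.0 of random lists of like mean count and at 1.65 without matching. From lower complexes I and IV the paper reasons that the membrane would depolarize and need less ATPase.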

Interestingly, cyst cells appeared to retain a reduced ubiquinone pool via increased expression of three type II NADH dehydrogenase genes (AMK 58_27485, AMK 58_19750 and AMK 58_17980). 

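A set of 3 NAD(P)H dehydrogenases that reduce quinones rose by more than 4 log2 units each. In the authors' deposited table these were AMK58_17980 (4.38), AMK58_27485 (4.35) and AMK58_19750 (4.22). The mean normalized count of the first was 44.3 in the authors' deposited table. The errors implied for these genes were 0.94, 0.54 and 0.59. None of the 3 carries a product name on the list fixed for type II NADH dehydrogenases. That list caught 11 genes, of which 4 fell and none rose, the same number when adjusted over the list alone, and all that fell are complex I subunits by name (Fisher's exact test, two-sided, p = 0.117, adjusted p = 0.380).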

Unlike type I NAD(P)H-quinone oxidoreductases, which translocate protons [30], type II NADH dehydrogenases reduce ubiquinone to ubiquinol without proton translocation across the membrane [31]. Presumably the increased expression of these type II NADH dehydrogenases reflects a need to keep the ubiquinone pool reduced without concomitant membrane polarization. This nascent ubiquinol-reducing power may be used to scrub the cells of residual oxygen via ubiquinol (*cbb_3_* type) cytochrome oxidase, which was upregulated. This oxidase is thought to have a high affinity for oxygen allowing respiration under low-oxygen conditions [32].

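Terminal oxidases, which pass electrons to oxygen, moved in both directions. The 4 subunits of the cbb3-type oxidase at AMK58_00980 to AMK58_00995 fell, by 5.28, 5.28, 5.56 and 3.89 in gene order in the authors' deposited table. Their implied standard errors ran from 0.28 to 0.47. The median of these subunits lay at percentile 0.300 of random sets of like mean count. This set was put together, and AMK58_00995 picked out, after values were seen, and neighbouring genes are not independent, so the rank adds no support. Subunits of cytochrome c oxidases at 2 other loci rose, namely AMK58_16225 (4.91), AMK58_16235 (3.63), AMK58_26900 (3.86) and AMK58_26905 (3.88) in the authors' deposited table. These loci were picked out after their values were seen, and 2 of their 6 subunits did not pass. Oxidase genes outside the cbb3 locus fell too, 3 in number. Of 31 oxidase genes in all, 4 rose and 7 fell, the same 11 when adjusted over the list alone. Against all other tested genes, the share past the thresholds had p = 0.0167 by Fisher's exact test, two-sided, and adjusted p = 0.117 over the lists.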

**Fig. 4.**
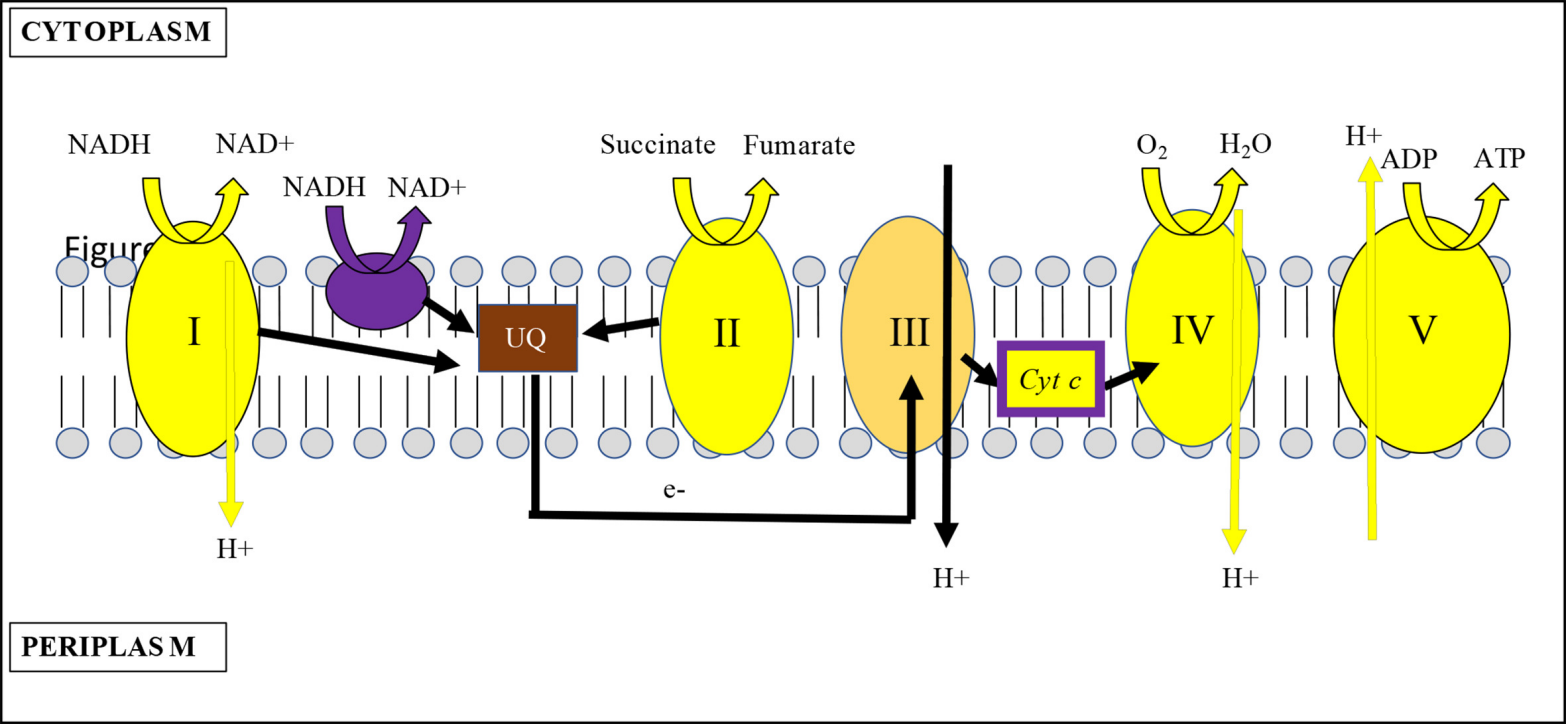
Membrane polarization is transcriptionally repressed in cysts. Schematic displays of the electron transport chain in an encysted *A. brasilense* cell. Typical bacterial electron transport chain coded in the A. *brasilense* genome. Processes in yellow are downregulated while those in purple are upregulated in cyst cells as compared with vegetative cells. Cyt c is colored both yellow and purple to denote that there is mixed regulation of cytochrome *c* genes. I, NAD(P)H-quinone oxidoreductase complex; II, succinate dehydrogenase complex; III, cytochrome *bc_1_* complex; IV, cytochrome c oxidase complex; V, ATPase complex; UQ, ubiquinone; H +, proton; *Cyt c,* cytochrome C; arrows denote direction of electron flow.

The hypothesis of low oxygen levels in cyst cells is also supported by elevated expression of numerous genes involved in anaerobic respiration (Fig. S4). This included genes involved in transport of nitrate/nitrite (AMK58_21400, AMK58_21405 and AMK58_21410) as well as nitrite reductase (AMK58_21395). Indeed, *Azospirillum* is known to anaerobically respire by reduction of nitrate to nitrite to nitrous oxide [33, 34]. 

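Genes of nitrate uptake and nitrite reduction rose at 1 locus. The nitrate transport genes AMK58_21400 (4.19), AMK58_21405 (3.85) and AMK58_21410 (5.05) and the large subunit of nitrite reductase (AMK58_21395, 3.89) passed the thresholds in the authors' deposited table. Standard errors implied here were 0.58 to 0.92. The ATP-binding protein of a transporter elsewhere (AMK58_03630, 4.80), a nitrate transporter by its GenBank name and of the NitT/TauT family by its orthology name, also rose in the authors' deposited table. Of 32 genes of nitrate, nitrite and nitrogen oxides 5 rose and 3 fell, 8 also when adjusted over the list alone. The share past the thresholds had p = 0.351, adjusted p = 0.564 over the lists (Fisher's exact test, two-sided, against all other tested genes). The median of that list, 0.23, lay at percentile 10.6 of random lists of like mean count and at 56.0 without matching. A position towards the lower side thus depends on the matching. The cyst medium held nitrate, so the genes were compared between media as well as between cell types.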

Nitrate reduction provides roughly half the energy of aerobic phosphorylation while reduction of nitrite to nitrous oxide is two-thirds as effective [35]. In addition, there was also elevated expression of several genes involved in the transport (sulfate transport permease, AMK58_20635 and AMK58_20640) and reduction (sulfite reductase, AMK_08205) of oxidized sulfur compounds (Fig. S4). 

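A list of genes for uptake and reduction of oxidized sulfur held more changes than its size alone would give, all of them increases. The sulfate permease genes AMK58_20640 (4.23) and AMK58_20635 (3.71) and the sulfite reductase AMK58_08205 (3.08), which makes sulfide for biosynthesis, passed the thresholds in the authors' deposited table. AMK58_03635 (4.44) and AMK58_16285 (4.26), sulfonate transporter genes by their GenBank names and NitT/TauT family genes by their orthology names, had larger values in the authors' deposited table. They are 2 of the list's increases, and the neighbour of the first, AMK58_03630, counts among nitrate genes by its GenBank name. The subunits of tetrathionate reductase, described next, are also among the list's increases. They lie close together in locus order, and the test below counts them as independent genes, which neighbours are not. Of 12 genes on the sulfur list 7 rose and none fell, the same number when adjusted over the list alone. AMK58_20640 is not among them, since the list's name pattern missed plain sulfate, so genes named only for sulfate were left out. Compared with all other tested genes, the share past the thresholds gave p = 0.00194 in Fisher's exact test, two-sided, with adjusted p = 0.0243 over the lists, and direction p = 0.0174, adjusted p = 0.126. Their median, 3.07, lay at percentile 99.8 of random lists of like mean count. The list no longer stood out (adjusted p of 0.05 or more) with a lower minimum fold change or none, with a Bonferroni adjustment, with a test against a log2 fold change of 1, or after either centring.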

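All 3 subunits of tetrathionate reductase, an enzyme of respiration without oxygen, rose, and they are counted on the sulfur list above. In the authors' deposited table the values were 3.46 for subunit A (AMK58_24705), 3.07 for subunit B (AMK58_24695) and 4.13 for subunit C (AMK58_24700). A ferredoxin next to the DMSO reductase gene rose as well (AMK58_25705, 3.47), and that reductase gene had 2.94 (AMK58_25700, adjusted p = 2.8e-05), under the minimum fold change, in the authors' deposited table. Implied standard errors of the 5 genes ran from 0.42 to 0.74. Subunit B no longer passes after either centring, nor subunit A with a Bonferroni adjustment.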

Cyst cells additionally have elevated expression of an alternative terminal tetrathionate/DMSO reductase (AMK58_25705, AMK58_24705, AMK58_25700, AMK58_24700 and AMK58_24695). Thus, while cysts exhibit repression of several oxidative phosphorylation processes, at the same time they elevate several anoxygenic nitrogen and sulfur energy-generating processes.

### Enzymes

Enzymes made up a large portion of the differentially expressed transcripts between cysts and vegetative cells. Enzymes with an annotated specific function were assigned to their cognate COGs, whereas enzymes lacking a specific functional purpose, and that could not be reliably identified, were grouped into a generic ‘Enzymes’ COG (Fig. S5). Dehydrogenases, dehydratases and peptidases were overall repressed, while hydrolases were generally elevated in cysts. 

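By the labels of the authors' deposited table, 6 of 7 dehydrogenases past the thresholds were lower in cysts, as were 2 of 2 dehydratases and 9 of 14 peptidases. Among hydrolases 9 of 10 were higher, also by the authors' deposited table. These labels hold 55 dehydrogenases, 8 dehydratases, 51 peptidases and 71 hydrolases, most of them not past the thresholds. Over all members the median log2 fold changes were 0.44, 0.20, -0.08 and 0.64, positive for the first 2 as well. Peptidase M1 (AMK58_19790, -6.44), which trims amino acids from peptides, was among the 10 largest decreases and an unnamed hydrolase (AMK58_02995, 6.61) among the 10 largest increases of the authors' deposited table. Standard errors implied for them were 0.42 and 1.24. Against the direction of all other genes past the thresholds, Fisher's exact test, two-sided, gave p = 0.0530 for dehydrogenases, p = 0.212 for dehydratases, p = 0.187 for peptidases and p = 0.0247 for hydrolases. None stayed below 0.05 after adjustment over the label groups, where the lowest of these 4 was adjusted p = 0.158.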

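Enzymes that transfer sugars changed in both directions. Of 31 genes labelled glycosyl transferase 5 rose and 3 fell, by the authors' deposited table. Their median log2 fold change was 1.28. Neither the share past the thresholds (Fisher's exact test, two-sided, p = 0.241) nor the direction (p = 0.732, same exact test) differed from other genes.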

Glycosyl transferases, often involved in lipid metabolism, were also primarily elevated in cysts (discussed later).

Expression of the nitrogenase and related enzymes were particularly interesting given their role in nitrogen fixation. Expression of most *nif* genes, including an operon that codes for the nitrogenase structural genes NifHDK, occurred at similar levels in both cell types (Data S1). However, NifQ (AMK58_04600), NifE (AMK58_04630), NifN (AMK58_04625), which are involved in insertion of the molybdenum MoFe_3_S_4_ cluster into the nitrogenase enzyme [36], were highly expressed in cyst cells. Furthermore, several nitrogenase stability and accessory factors were elevated in cysts (Fig. 5).

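The structural genes of nitrogenase, the enzyme that fixes nitrogen, did not pass the thresholds and were picked out after their values were seen. NifH (AMK58_04660) had 1.50, nifD (AMK58_04655) 1.44 and nifK (AMK58_04650) 0.67, all positive in the authors' deposited table. The 95 % intervals from the implied standard errors were 0.17 to 2.82, 0.36 to 2.52 and -0.15 to 1.50, so increases short of 3 log2 units are within them. The median of the 3 lay at percentile 76.6 of random sets of like mean count.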

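Genes for the molybdenum cofactor of nitrogenase rose strongly. NifN (AMK58_04625) had 5.18, NifE (AMK58_04630) 4.78 and NifQ (AMK58_04600) 4.11 in the authors' deposited table. The errors implied for these genes were 0.97, 0.69 and 0.67.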

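Accessory genes of nitrogen fixation moved in both directions. The electron transfer protein FixA (AMK58_04560, 4.01) and the stabilizing protein NifW (AMK58_04565, 3.78) rose, and an accessory factor (AMK58_17880, -3.29) fell in the authors' deposited table. NifZ (AMK58_04720, 2.94) and the gene annotated NifO (AMK58_06610, -2.97) stayed under the minimum fold change in the authors' deposited table. Of 25 nitrogen fixation genes, cofactor genes included, 7 rose and 1 fell, the same 8 when adjusted over the list alone. For this share, Fisher's exact test, two-sided, against all other tested genes gave p = 0.0702, adjusted p = 0.289 over the lists, and direction p = 0.0761, adjusted p = 0.282. The list median, 1.69, lay at percentile 96.2 of random lists of like mean count.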

**Fig. 5.**
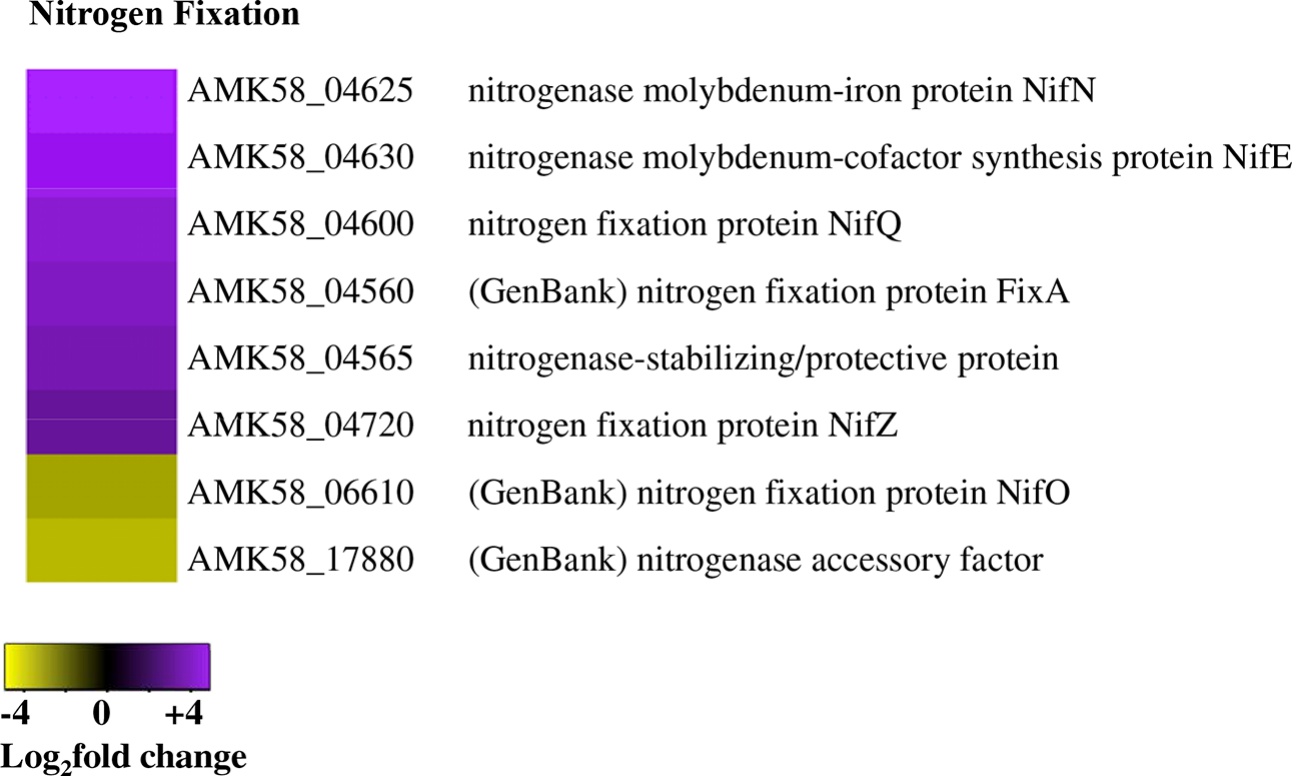
Nitrogenase genes associated with co-factor biosynthesis are upregulated in cysts. The heat-map displays the DEGs involved in nitrogen fixation from the nitrogen COG. Purple indicates upregulated and yellow indicates downregulated DEGs in cysts as compared with vegetative cells.

### Metabolism

Given that cysts are generally acknowledged to be dormant, we were surprised that genes involved in carbon metabolism did not exhibit an extreme repression of expression (Data S1). 

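Carbohydrate genes did not lean towards lower levels in cysts. Under the carbohydrate label 21 genes rose and 12 fell of 190, by the authors' deposited table. Their median log2 fold change was 0.22, and their share past the thresholds had an odds ratio of 0.966 against other genes (Fisher's exact test, two-sided, p = 0.923).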

A lack of general metabolic repression has also been noted by Dong *et al*. [19] regarding the *R. centenum* cyst transcriptome. *Azospirillum* cysts did, however, display different global patterns for several metabolic processes as compared with vegetative cells. Pyruvate metabolism showed distinct changes as genes involved in the enzymatic conversion of acetate and acetaldehyde to acetyl-CoA (AMK58_06725, AMK58_03455 and AMK58_02065) were differentially expressed (Fig. 6). 

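Genes that turn acetate and acetaldehyde into acetyl-CoA fell. Acetyl-CoA synthetase (AMK58_02065), which activates acetate, fell by 5.64 and an aldehyde dehydrogenase (AMK58_03455) by 3.17 in the authors' deposited table. AMK58_06725, which fell by 4.09, carries the product name of ArgC, an enzyme of arginine synthesis, in the authors' deposited table. Their errors, implied from adjusted p, were 0.39, 0.25 and 0.44.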

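Formate acetyltransferase (AMK58_26495), which splits pyruvate into formate and acetyl-CoA without oxygen, rose by 3.66 in the authors' deposited table. Malate synthase G (AMK58_04510, 3.42), fumarate hydratase (AMK58_05095, 3.08) and the homocitrate synthase NifV (AMK58_04575, 3.60) rose as well, by the authors' deposited table. Over these 4 genes the implied standard errors ran from 0.41 to 0.58. Fumarate hydratase no longer passes after either centring.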

Expression of enzymes that synthesize acetyl-CoA via catalysis of pyruvate was also elevated (AMK58_26495) as were the expression of pathways between Acetyl-CoA, malate and fumarate and acetyl-CoA and homocitrate (AMK58_04510, AMK58_05095, AMK58_04575 and AMK58_26495) (Fig. 6a). Collectively these cysts appear to be utilizing the glyoxylate shunt for central metabolism, which bypasses loss of carbon via CO_2_ generation that occurs in the larger citric acid cycle. 

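The glyoxylate shunt, which skips the steps of the citric acid cycle that release carbon dioxide, runs through isocitrate lyase and malate synthase. Isocitrate lyase (AMK58_13240), picked out after its value was seen, had 1.70 (adjusted p = 0.00447), under the minimum fold change in the authors' deposited table. Its 95 % interval from the implied standard error was 0.60 to 2.80. The malate synthase at AMK58_12480, also picked out then, had 0.84 (adjusted p = 0.105) in the authors' deposited table. Of 6 genes on the shunt list 2 rose and none fell, the same number when adjusted over the list alone. They are malate synthase G and 2-methylisocitrate lyase (AMK58_20710, 3.61 in the authors' deposited table). The name pattern caught the latter although it is an enzyme other than isocitrate lyase, so malate synthase G is the only shunt enzyme that passed. Fisher's exact test, two-sided, of the share past the thresholds against all other tested genes gave p = 0.292, adjusted p = 0.564 over the lists. In the citric acid cycle 5 genes rose and 5 fell of 27, 10 also when adjusted over the list alone. The largest decreases in the authors' deposited table were those of malate dehydrogenase (AMK58_02575, -5.39), succinyl-CoA ligase (AMK58_02570, -5.35) and 2-oxoglutarate dehydrogenase (AMK58_02555, -4.92). For that list Fisher's exact test, two-sided, gave p = 0.0190, adjusted p = 0.117. From the pathway genes of Fig. 6 the paper proposes that cysts use the shunt for central metabolism.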

Since these cells are not actively transporting or fixing carbon the preferential use of the glyoxylate cycle over that of the citric acid cycle makes sense.

**Fig. 6.**
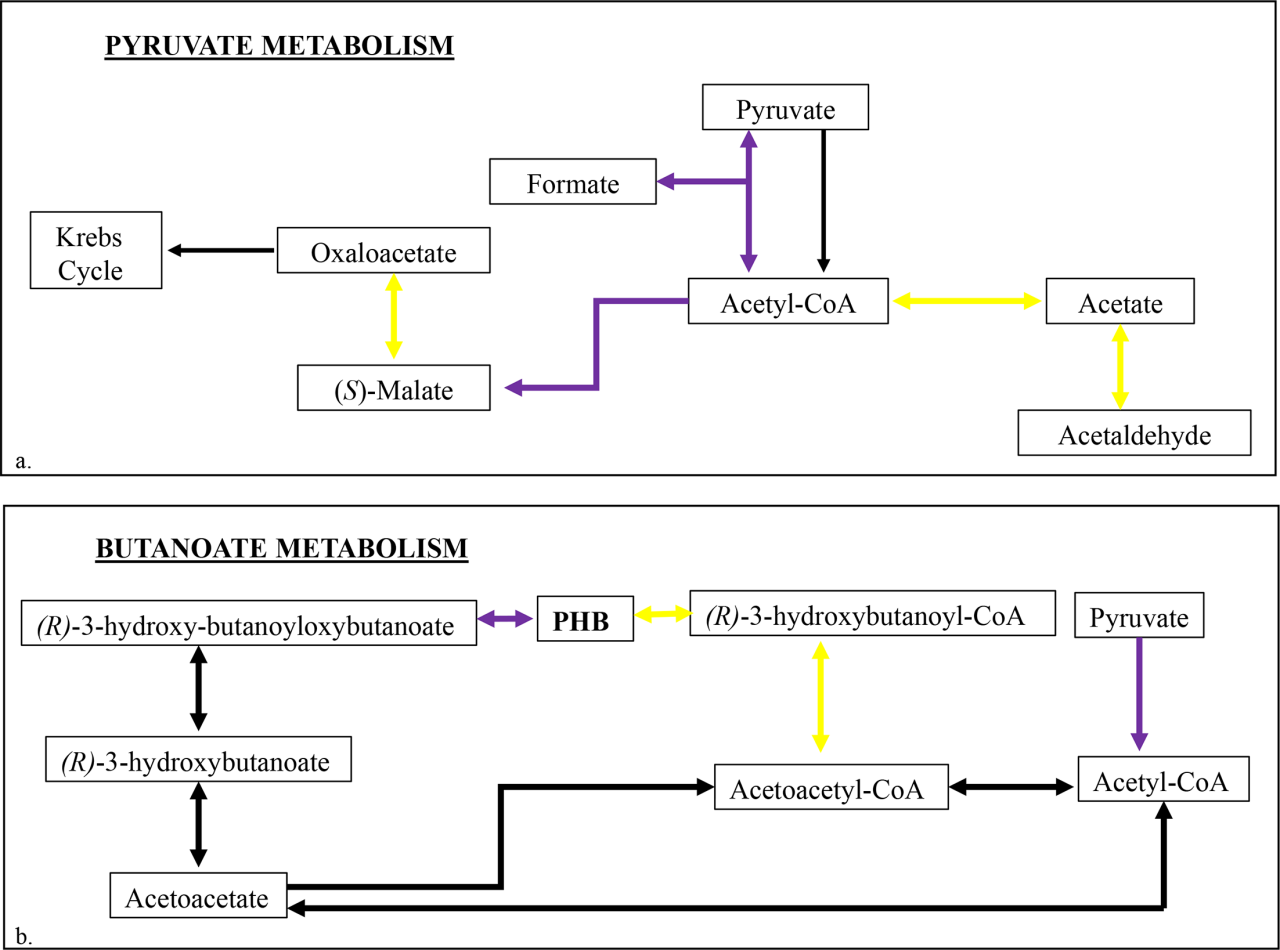
Maps of transcriptionally altered metabolic pathways in encysted compared with vegetative *A. brasilense*. Maps were redrawn based on the KEGG metabolic pathway to highlight metabolic pathways significantly regulated in cysts. Thick purple arrows indicate processes transcriptionally upregulated in a cysts vs. vegetative cells and thick yellow arrows indicate processes transcriptionally downregulated. Thin black arrows denote processes not significantly different between cysts and vegetative cells. (a) Pyruvate metabolism. (b) Butanoate metabolism, focusing on poly-hydroxybutanoate (PHB) synthesis.

Acetyl-CoA is also used in the initial steps of PHB synthesis in butanoate metabolism, which is known to be ramped up during cyst development. PHB is a well-known component of Gram-negative cysts, composing up to 40 % of cyst dry weight [37, 38]. As we stated previously, PHB stores are thought to sustain cysts through starvation periods [28, 29]. Thus, an accumulation of PHB within the cell is consistent with known cyst physiology. 

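Genes of polyhydroxybutyrate, the carbon store of these cells, were lower where they passed the thresholds. Acetoacetyl-CoA reductase (AMK58_26800), which makes the monomer, fell by 5.68, and 3-hydroxyacyl-CoA dehydrogenase (AMK58_19430) by 3.19 in the authors' deposited table. A polymer synthase (AMK58_06740) had -2.70 (adjusted p = 6.6e-05), under the minimum fold change, in the authors' deposited table. Implied standard errors were 0.39, 0.25 and 0.64. Another polymerase (AMK58_26790), picked out after its value was seen, had 0.68 (adjusted p = 0.126) in the authors' deposited table. Picked out in the same way, the depolymerase AMK58_13180 (2.55) and the granule protein phasin at AMK58_17045 (2.92) were positive in the authors' deposited table without passing. Of 9 genes on the list 2 fell and none rose, the same number when adjusted over the list alone. These are AMK58_26800 and the repressor of polyhydroxyalkanoate synthesis (AMK58_26785), whereas AMK58_19430 is not on the list. Against all other tested genes, the share past the thresholds had p = 0.667 by Fisher's exact test, two-sided, and adjusted p = 0.851 over the lists.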

In Fig. 6(b) we show that while acetyl-CoA synthesis genes are elevated, genes involved in the conversion of PHB to (S)-3-Hydroxybutanoyl-CoA were transcriptionally repressed (AMK58_06740, AMK58_26800 and AMK58_19430).

We also note that a metabolic gene annotated as an indole pyruvate decarboxylase (AMK58_025580) was repressed in cyst cells. Indole pyruvate decarboxylase functions in the biosynthesis of the plant hormone, indole-3-acetic acid (IAA), as well as in *A. brasilense* tryptophan metabolism. We did not see any consistent repression of additional tryptophan metabolism genes or other genes involved in IAA biosynthesis, but repression of indole pyruvate decarboxylase is notable as IAA is well known to be involved in regulating plant development.

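AMK58_25580 fell by 3.37 in the authors' deposited table (adjusted p = 2.5e-45), where its product name is aldehyde dehydrogenase. The gene named indolepyruvate or phenylpyruvate decarboxylase in the authors' deposited table is AMK58_11540, picked out after its value was seen, and it fell by 3.82 (adjusted p = 3.3e-53). Such a decarboxylase forms the aldehyde that is oxidized to indole acetic acid. The implied standard errors were 0.23 and 0.24.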

### Cell membrane and wall

*A. brasilense* vegetative cells are vibriod or S-shaped and relatively small (approximately 1 µm in diameter) whereas *A. brasilense* cysts are circular and much larger, indicating that extensive cell wall changes occur during cyst development. In *Azotobacter,* the exine layer of cysts is composed of alkyl lipids that are distinct from the phospholipids present in vegetative cells [5, 8, 39, 40]. Likewise, *Azospirillum* cysts also have a distinct exine lipopolysaccharide (LPS) layer [41–43]. Alteration in lipid and LPS compositions is thought to be a critical element that provides cysts with their extensive desiccation resistance [41–43]. 

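Envelope genes changed as often as other genes. Under the labels for cell wall, membrane and surface polysaccharides 12 genes rose and 5 fell of 106, by the authors' deposited table (Fisher's exact test, two-sided, p = 0.702). Membrane genes of Fig. 7 with large values in the authors' deposited table were an AsmA-type protein (AMK58_20240, 4.52) and an inner membrane protein (AMK58_19105, 3.90) among the increases and the envelope protein SmpA (AMK58_08270, -4.36), which takes part in outer membrane assembly, among the decreases. Standard errors implied here were 0.55, 0.52 and 0.57.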

Given these known alterations in cell wall biochemistry, it is not surprising that multiple genes involved in cell wall and membrane structure were differentially expressed between these cell types (Fig. 7).

**Fig. 7.**
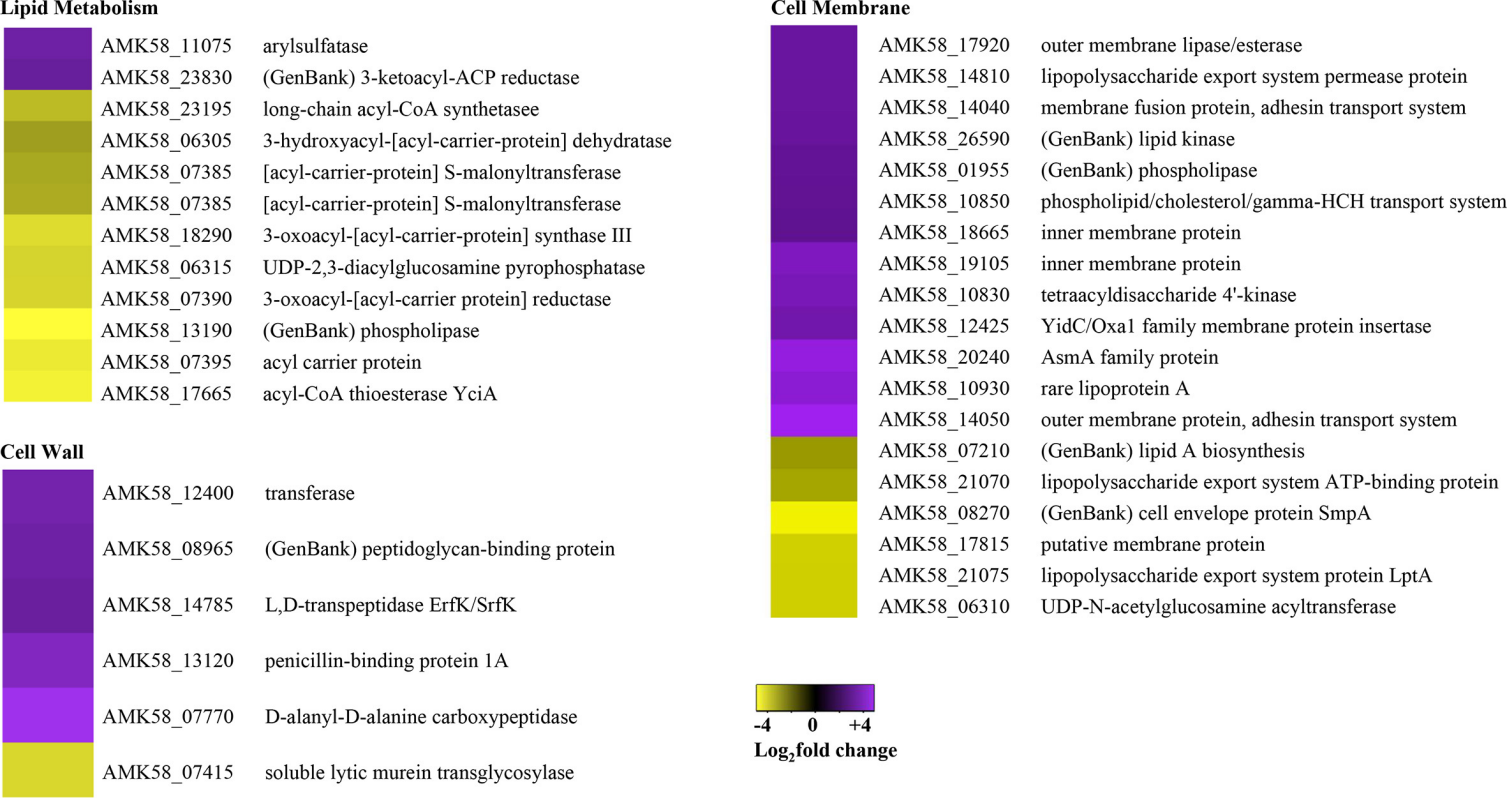
Cell wall and membrane structures are altered in cysts. Heat maps display the DEGs belonging the cell wall, membrane, and lipid metabolism COGs. Purple indicates upregulated and yellow indicates downregulated DEGs in cysts as compared with vegetative cells.

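Peptidoglycan genes past the thresholds were more often higher than lower. D-alanyl-D-alanine carboxypeptidase (AMK58_07770, 4.79), which trims the wall peptides, penicillin-binding protein 1A (AMK58_13120, 3.85), which builds the wall, and an L,D-transpeptidase (AMK58_14785, 3.23) rose in the authors' deposited table. A lytic transglycosylase (AMK58_07415, -3.85), which cuts the wall, fell in the authors' deposited table. Their errors, implied from adjusted p, were 0.46, 0.51, 0.47 and 0.31. Of 41 peptidoglycan genes 5 rose and 2 fell, the same 7 when adjusted over the list alone. Their direction did not differ from that of other genes past the thresholds (Fisher's exact test, two-sided, p = 0.462, adjusted p = 0.657 over the lists). The largest of these increases is that of a gamma-glutamyltranspeptidase (AMK58_25970, 5.08 in the authors' deposited table), which the name pattern caught although it is an enzyme of glutathione and not of the wall. The share past the thresholds had p = 1.00, adjusted p = 1.00 over the lists (Fisher's exact test, two-sided, against all other tested genes). The list median, 0.88, lay at percentile 97.8 of random lists of like mean count, but inside the central 95 % without matching (95.1) or with genes of a mean count of at least 50 (88.6).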

Peptidoglycan biosynthesis genes were generally elevated in cysts, indicating modification of the cell wall. Genes specific to LPS biosynthesis (AMK58_06310, AMK58_07210, AMK58_10830 and AMK58_10930) and LPS export (AMK58_21075, AMK58_21070, AMK58_10850 and AMK58_14810) were both repressed and elevated, confirming that cyst cells display significantly different outer membrane LPS composition than their vegetative counterparts. 

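Genes of lipopolysaccharide synthesis and export were split. The acyltransferase LpxA (AMK58_06310, -3.72), which starts lipid A synthesis, the periplasmic export protein LptA (AMK58_21075, -3.84) and the export ATPase (AMK58_21070, -3.15) fell in the authors' deposited table. The biosynthesis gene AMK58_10830 (4.03), the rare lipoprotein A gene AMK58_10930 (4.35) and the export permease AMK58_14810 (3.15) rose in the authors' deposited table. AMK58_07210 (-2.97, adjusted p = 8.1e-29) and AMK58_10850 (2.66, adjusted p = 0.00689) stayed under the minimum fold change in the authors' deposited table. Implied standard errors ran from 0.26 to 0.92. Of 23 genes on the lipopolysaccharide and outer membrane list 4 rose and 2 fell, 6 also when adjusted over the list alone. Compared with all other tested genes, the share past the thresholds gave p = 0.281 in Fisher's exact test, two-sided, with adjusted p = 0.564 over the lists. From changes in both directions the paper concludes that the outer membrane of cysts has another lipopolysaccharide composition.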

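A phospholipase (AMK58_01955, 3.01), a lipid kinase (AMK58_26590, 3.26) and an outer membrane lipase or esterase (AMK58_17920, 3.13) rose in the authors' deposited table. All were close to the minimum fold change. Their implied standard errors were 0.60, 0.45 and 0.79, so each 95 % interval reaches below 3.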

Three genes involved in lipid modification of the outer membrane were elevated (AMK58_01955, AMK58_26590 and AMK58_17920), supporting the idea that LPS is different between cysts and vegetative cells. Furthermore, of the 12 differentially expressed lipid metabolism genes, 10 were repressed (Fig. 7). 

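Most lipid genes past the thresholds were lower in cysts. Under the lipid labels of the authors' deposited table 8 of 9 such genes fell and 1 rose, an arylsulfatase (AMK58_11075, 3.85). Among the decreases of Fig. 7 in the authors' deposited table were acyl carrier protein (AMK58_07395, -4.94), which holds the growing fatty acid, an acyl-CoA thioesterase (AMK58_17665, -5.09), a phospholipase (AMK58_13190, -5.04) and an acyl-CoA synthetase (AMK58_23195, -3.81). Implied standard errors of these 4 were 0.42, 0.31, 0.64 and 0.37. The lean towards lower levels had p = 0.0142, adjusted p = 0.139 over the label groups (Fisher's exact test, two-sided, on direction).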

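The first steps of fatty acid synthesis were lower. The condensing enzyme AMK58_18290 fell by 4.43, AMK58_07390, a reductase by its orthology name and a synthase by its GenBank name, by 4.59 and the malonyltransferase AMK58_07385, which loads the acyl carrier, by 3.46 in the authors' deposited table. Implied standard errors were 0.57, 0.27 and 0.28. Of 38 genes on the fatty acid list 6 fell and 3 rose, among the latter a ketoacyl reductase (AMK58_23830, 3.45 in the authors' deposited table), and the same 9 passed when adjusted over the list alone. For this share, Fisher's exact test, two-sided, against all other tested genes gave p = 0.392, adjusted p = 0.605 over the lists.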

Notably, genes involved in the transformation of acetyl-CoA to acetyl-[acyl-carrier protein] and malonyl-[acyl-carrier protein] (AMK58_18290, AMK58_07390 and AMK58_07385), were transcriptionally repressed. These genes code for products feeding into fatty acid biosynthesis. Interestingly, a gene encoding a rare lipoprotein A (AMK58_10930) was transcriptionally elevated in cysts. As little is known about this family of proteins, its function in cysts will need to be further researched. 

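Both genes of an adhesin export system rose. The outer membrane component AMK58_14050 had 4.84 (adjusted p = 0.00157) and the membrane fusion protein AMK58_14040 3.06 (adjusted p = 2.3e-06) in the authors' deposited table. Standard errors implied for them were 1.44 and 0.62. The first gene had a mean normalized count of 41.9 in the authors' deposited table, so few reads carry its value. Its call ends at adjusted p below 0.001, with a Bonferroni adjustment and in a test against a log2 fold change of 1, and that of AMK58_14040 after either centring. Such systems move large adhesive proteins to the cell surface.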

Finally, we note that the transport of adhesins is elevated in cysts (AMK58_14050 and AMK58_14040). This coincides with numerous observations that the production of cysts involves the formation of ‘flocculant’ cell aggregates during development [4, 9], in which adhesins play a role.

### Transport and homeostasis

The transport COG makes up a large percentage of differentially regulated genes (Figs 1 and S6). 

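Transport genes of several kinds were among the changes. By the labels of the authors' deposited table, 12 amino acid transport genes rose and 13 fell of 104, and 4 sugar transport genes rose and 1 fell of 28. All 4 sugar genes that rose are neighbours, AMK58_14060 to AMK58_14075, with values of 3.36 to 4.30 in the authors' deposited table. They were picked out after their values were seen. For amino acid transport Fisher's exact test, two-sided, gave p = 0.119 for the share past the thresholds.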

By the nature of this COG, most of these genes are intertwined with the functions of other COGs. For example, we note an elevation of transcripts encoding NiT/TauT transporters that import nitrogen and sulfur compounds into the cell. This coincides with the aforementioned evidence that cysts are using nitrogen and sulfur for anaerobic energy production. 

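Transporters of the NitT/TauT family, which import nitrate, sulfonates and related compounds, rose more often than they fell. Under that label 10 genes rose and 2 fell of 34, by the authors' deposited table. The permease AMK58_16295 (5.62) was among the 10 largest increases of the authors' deposited table. Its implied standard error was 1.03. Against other genes, Fisher's exact test, two-sided, gave p = 0.0126 for the share past the thresholds (adjusted p = 0.123 over the label groups) and p = 0.0445 for direction (adjusted p = 0.158).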

C4-dicarboxylate acid and sugar transporters are involved in carbohydrate metabolism, which itself has a number of genes that are significantly altered in cysts (Data S1).

An unclear aspect of transport involves iron acquisition, as this group of genes are equally repressed and elevated, indicating that cysts either have differential iron needs or utilize different mechanisms of iron uptake than do vegetative cells. For example, several ferric iron-siderophore transporters (AMK58_14115 and AMK58_27900) exhibit increased cyst expression while others show decreased expression (AMK58_27615 and AMK58_12560) [18].

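Iron uptake genes moved both ways, and few passed the thresholds. A TonB-dependent receptor (AMK58_14115, 3.92) rose and another receptor (AMK58_27615, -4.23) and an iron permease (AMK58_12560, -4.23) fell in the authors' deposited table. The permease AMK58_27900 had 4.51 with adjusted p = 0.0204 in the authors' deposited table, which does not pass. It lies in a stretch of genes with high implied standard errors, and its own was 1.81, against 0.66, 0.29 and 0.49 for the others. Of 47 iron and siderophore genes 1 rose and 3 fell, 4 also when adjusted over the list alone. AMK58_27615 is not on that list, and 1 of its decreases is that of a Fur family regulator (AMK58_01155, -3.15 in the authors' deposited table). Fisher's exact test, two-sided, of the share past the thresholds against all other tested genes gave p = 0.123, adjusted p = 0.380 over the lists.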

There were also a number of differentially expressed transporters involved in branched-chain amino acid (leucine, isoleucine and valine) transport. These transporters were primarily repressed, which fits with reduced protein synthesis exhibited by cyst cells. 

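Transporters of leucine, isoleucine and valine changed in both directions. Of 80 such genes 12 fell and 9 rose, the same 21 when adjusted over the list alone. The largest values in the authors' deposited table were decreases at AMK58_07480 (-5.69) and AMK58_07490 (-4.84) and an increase at AMK58_25925 (4.96). The errors implied for these genes were 0.54, 0.52 and 0.72. Against all other tested genes, the share past the thresholds had p = 0.0554 by Fisher's exact test, two-sided, and adjusted p = 0.289 over the lists, and direction did not differ from other genes (p = 0.378, same exact test).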

A defined quorum-sensing pathway for *A. brasilense* has not yet been identified, but branched-chain amino acids do play a role in quorum sensing in other *Proteobacteria* [44].

A group of 11 transport genes predicted to function in the maintenance of cellular homeostasis were found to have significant differential expression in cysts. Of the nine elevated genes, five are involved in protection from osmotic stress (AMK58_24770, AMK58_16550, AMK58_24775, AMK58_16560 and AMK58_16555). These genes function primarily in glycine betaine/proline transport and thus provide a clue as to how cysts survive osmotic stress in a desiccated environment. Indeed, it has been shown that in salt-stressed environments the uptake of glycine betaine stimulates both growth and nitrogen fixation in *A. brasilense* [45].

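Transporter genes for compatible solutes, the small molecules that balance water loss, rose in cysts, although osmoprotection genes as a list did not pass in share or direction after adjustment. In the authors' deposited table, 3 genes of an osmoprotectant transporter, AMK58_16550 (3.59), AMK58_16555 (5.24) and AMK58_16560 (3.87), and 2 of a glycine betaine and proline transporter, AMK58_24770 (3.44) and AMK58_24775 (3.94), passed the thresholds. Implied standard errors ran from 0.43 to 0.91. Maltooligosyltrehalose trehalohydrolase (AMK58_04130, 4.88), which releases trehalose, rose as well in the authors' deposited table. Of 23 osmoprotection genes 7 rose and none fell, the same number when adjusted over the list alone. The share past the thresholds had p = 0.165, adjusted p = 0.438 over the lists (Fisher's exact test, two-sided, against all other tested genes), and direction p = 0.0174, adjusted p = 0.126. The list median, 1.65, lay at percentile 99.4 of random lists of like mean count. The paper sees in these transporters a clue to how dried cysts survive osmotic stress.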

### Cell motility

As cysts are non-motile, repression of cellular motility genes in cysts was expected. Instead, we observed 23 differentially expressed motility genes, 19 of which were elevated (Fig. 8). This curious increase in motility genes has also been seen in *R. centenum* cyst transcriptome analysis [19]. 

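Flagellar genes rose in cysts, from the export apparatus to hook and rings. The export ATPase FliI (AMK58_26230, 4.95), the motor protein MotA (AMK58_25375, 4.60), the export protein FliP (AMK58_25265, 4.51) and the L-ring protein FlgH (AMK58_25350, 4.21) were among the larger increases in the authors' deposited table. Decreases were those of FliQ (AMK58_12805, -6.97), FlhB-type AMK58_10065 (-4.91), FliO (AMK58_10075, -4.22) and a basal body protein (AMK58_10180, -3.23), all in the authors' deposited table. They lie apart from the clusters AMK58_25255 to AMK58_25375 and AMK58_26230 to AMK58_26380, which hold the increases named. Standard errors implied here were 0.68, 0.70, 0.96 and 0.62 for the increases named and 0.46, 0.52, 0.43 and 0.31 for the decreases. Of 75 flagellar genes 20 rose and 4 fell, the same 24 when adjusted over the list alone. Compared with all other tested genes, the share past the thresholds gave p = 0.00336 in Fisher's exact test, two-sided, with adjusted p = 0.0310 over the lists, and direction adjusted p = 0.0401. Their median, 0.94, lay at percentile 97.1 of random lists of like mean count. Under the same alternatives as for sulfur, save a minimum fold change of 2, the flagellar list no longer stood out either. Since cysts were non-motile under the microscope, the paper proposes that flagella assembly is held back after translation.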

We propose that, since the results of microscopic analysis indicated that cysts are non-motile, post-translational repression of flagella assembly most probably occurs in cysts.

**Fig. 8.**
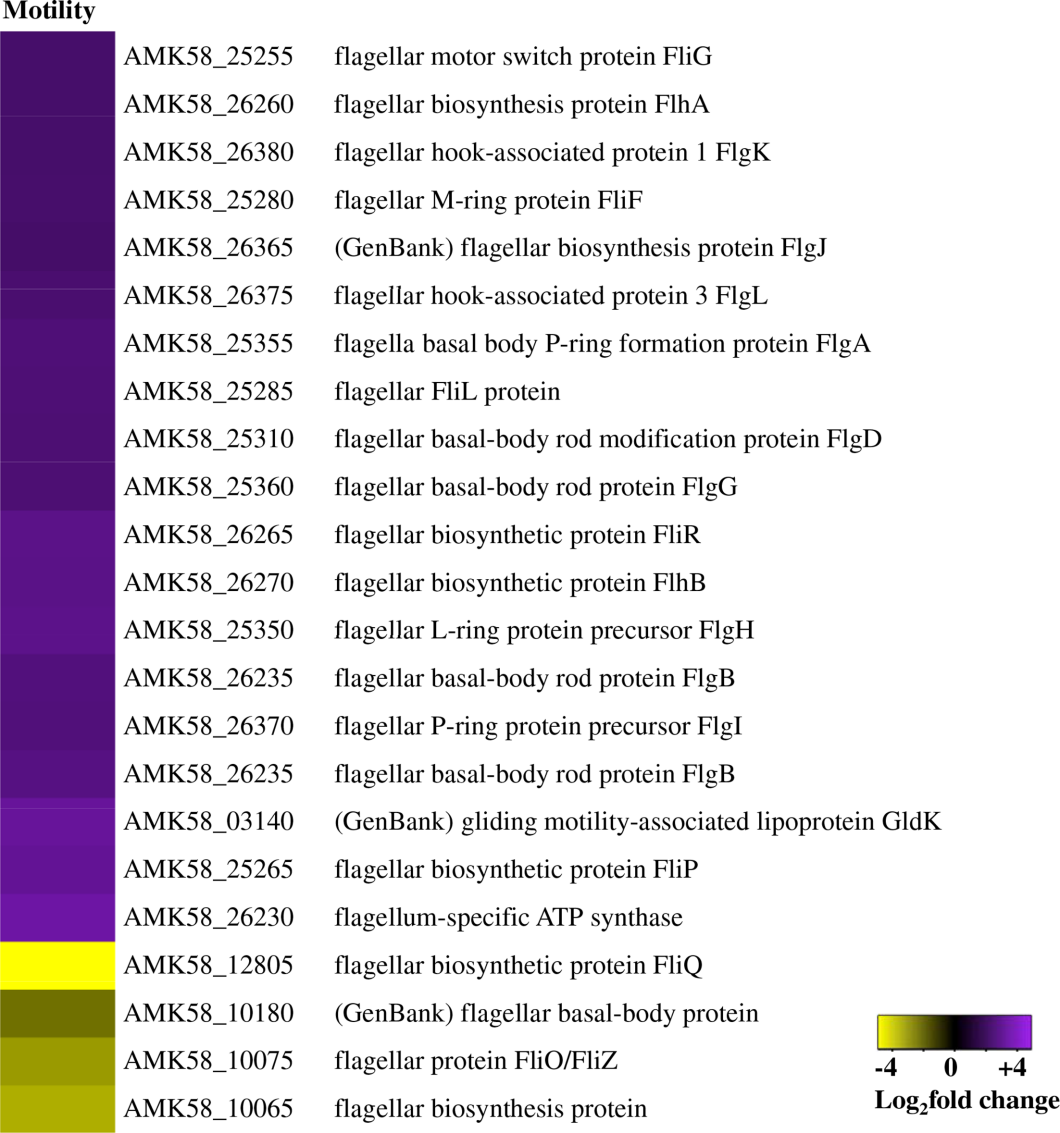
Flagellar biosynthesis genes are upregulated in cysts. Heat maps display the DEGs belonging to the motility COG. Purple indicates upregulated and yellow indicates downregulated DEGs in cysts as compared with vegetative cells.

### Congruence with the *Rhodospirillum centenum* transcriptome

*R. centenum* is a photosynthetic member of the *Azospirillum* clade that has been extensively used as a model organism to study Gram-negative cyst development [11, 15, 17–19, 46–48]. *R. centenum* cysts are functionally similar to *A. brasilense* cysts but also exhibit several differences. For example, *R. centenum* develops cysts that are larger and also grouped into multiple germinating bodies relative to *A. brasilense* cysts that are smaller and typically singular [49]. Furthermore, *R. centenum* cysts have a lower heat tolerance than do *A. brasilense* cysts [4]. To address whether there are any similarities in cyst development between Gram-negative species, we compared a previously generated transcriptome profile of *R. centenum* cysts [19] with the results of this *A. brasilense* study. This comparative analysis revealed that of the 1011 genes found by our study to be significantly differentially expressed in the *A. brasilense* cyst state, only 67 of these were homologous to genes significantly differentially expressed during *R. centenum* cyst development as found by Dong *et al.* [19] (Table S2). Of those 68 genes, 29 were either consistently repressed or consistently elevated. The lack of extensive coherent genetic pathways expressed in both *R. centenum* and *A. brasilense* cyst development is in itself informative and indicates several possibilities. One explanation is that the *R. centenum* and *A. brasilense* cysts were generated under significantly different conditions. Specifically, *R. centenum* cysts were made by shifting vegetative cells grown in a rich liquid culture to minimal liquid culture containing butyrate as the sole carbon source. In contrast, *A. brasilense* cysts in this study were obtained by shifting *A. brasilense* from a rich medium to a cyst-inducing minimal media, which utilized 8 mM fructose as a carbon source to induce encystment, and then desiccated to eliminate vegetative cells. This difference in the method of cyst induction may itself be partially responsible for the low number of congruent differentially expressed genes between these studies. Another possibility is that *R. centenum* and *A. brasilense* may use completely different genetic pathways to construct and maintain cysts.

Of 29 DEGs conserved in both *R. centenum* and *A. brasilense* cysts, a few genes do bear further investigation. For example, there were a number of transcription factors and hypothetical proteins (AMK58_03365, AMK58_12240, AMK58_20425, AMK58_03340 and AMK58_04205) that are regulated in similar manner in both species. 

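Of the regulators and unknown genes that the paper finds regulated alike in both species, 3 fell and 2 rose in A. brasilense cysts. Transcription elongation factor GreA (AMK58_03365, -4.33), which rescues stalled RNA polymerase, an ArsC-type regulator (AMK58_20425, -3.18) and a hypothetical protein (AMK58_12240, -3.99) fell in the authors' deposited table. Hypothetical proteins AMK58_03340 (3.16) and AMK58_04205 (3.15) rose, also by the authors' deposited table. Their errors, implied from adjusted p, were 0.46, 0.29, 0.47, 0.53 and 0.56. Only the A. brasilense side of the comparison is analysed here.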

Further, we observed the elevation of a phospholipase (AMK58_01955) and a rare lipoprotein A gene (AMK58_10930) in both species, which may help elucidate some critical membrane features that are required by cysts to promote long-term survival under harsh conditions.

## Discussion

Our transcriptome analysis of the vegetative and cyst states of *A. brasilense* revealed new processes involved in cyst maintenance while still reflecting on long-known aspects of cyst physiology. We showed that *A. brasilense* cysts are transcriptionally repressed for cell division, ribosome biogenesis, translation and energy production depending on the oxidative respiratory electron transport chain. The repression of these essential cellular functions is expected of a dormant bacterial morphotype. We further noted numerous alterations of lipid metabolism, lipid transport and outer membrane LPS export and modification. Cysts are characterized by the development of an extensive exine layer with altered LPS. Investigation of the LPS-related genes identified in this study may help characterize the composition and function of this exine layer. Finally, we presented transcriptomic evidence for the accumulation of PHB within the cell, which highlights that both PHB synthesis pathways and the accumulation of internal reducing power required for PHB synthesis are elevated. Multiple studies have demonstrated the importance of PHB anabolism and catabolism for cellular survival during starvation periods [28, 29, 37, 50, 51]. We further speculate that the building up of internal reducing power may be required for cyst germination as the energy requirements to initiate vegetative growth are likely to be vast.

Even though our cysts were grown aerobically, this work does show that cysts probably sustain an anaerobic or perhaps micro-aerobic internal environment. This was revealed by the reduced expression of oxidative phosphorylation genes, the presence of alternative nitrogen and sulfur-based electron acceptors and the elevation of nitrogen fixation genes. At first glance, nitrogen fixation in cysts seems counter-intuitive as nitrogen fixation is an energy-intensive process. However, this is not the first evidence of nitrogen fixation occurring in *Azospirillum* cysts. Ueckert *et al*. [52] reported that nitrogenase activity is increased in *Azospirillum* cysts, called ‘c-forms’ in older literature. It has also been reported that cysts produce pigments that protect nitrogenase from oxidative damage [53]. A hyper-nitrogen-fixing *Azospirillum* isolated from sugarcane has also been found to have an enhanced capacity to form cysts at aerobic interfaces [54].

Similar differential gene expression patterns between vegetative and cyst cells have also been observed in *R. centenum* regarding many global cellular processes [18]. These include, but are not limited to, depletion of ribosomes, repression of translation, repression of cell division, global alterations to lipid metabolism and cell membrane biogenesis and the continued transcription of flagella genes. A recent proteomic analysis between vegetative and cyst forms of *Azotobacter vinelandii* also revealed similar changes in nitrogen fixation, flagella synthesis cell division, cyst use of the glyoxylate shunt and cyst use of phenolic lipids [55]. Yet despite the striking similarity in changes in global metabolism upon cyst induction we found little homology between genes that are significantly differentially regulated between vegetative and cyst forms in *R. centenum* and *A. brasilense*. This may be due to the different methods used to induce the *R. centenum* and *A. brasilense* cysts in each study. Alternatively, these two species may simply have diverged to a degree where they now use very different pathways to develop desiccation-resistant cysts.

We recently demonstrated that *A. brasilense* is surprisingly broadly disseminated throughout plant tissue - well beyond plant roots [56]. Even more surprising is that *A. brasilense* is a common inhabitant of plant seeds and that *A. brasilense* appears to selectively migrate from roots to developing seeds [56]. Indeed, viable species of the genus *Azospirillum* can be cultivated from dry seeds that have undergone extensive storage under desiccating conditions, indicating that *A. brasilense* has a mechanism for long-term survival outside of the plant–soil rhizosphere. Presumably *Azospirillum* that inhabits seeds is in cyst state, although this possibility needs to be established. It has, however, been shown that cyst-like *Azospirillum* is often found on plant roots – particularly stressed plants, where secretion of ammonia may be conductive to establishing a productive microbe–plant interaction [57, 58]. Thus, the cyst stage may be an important component in the ability of this bacterium to form a productive interaction with plants.

Finally, while the use of *Azospirillum* as a bio-fertilizer has good greenhouse success, field responses have been quite variable, which has impeded large-scale adoption of *Azospirillum* as an effective biofertilizer [59, 60]. One explanation is that vegetative *Azospirillum* does not have a long enough shelf-life needed for effective use as a commercial bio-fertilizer, which often involves extended shipping and storage of inoculated seeds. Consequently, the use of cysts as a seed inoculant may provide an attractive solution, as this form has much more robust survival in response to environmental changes [22, 23]. The one caveat is that it has been difficult to entice vegetative *A. brasilense* cultures to reproducibly produce cysts at yields high enough for their use as a seed inoculum. To solve these issues will require much more detailed understanding of genetic mechanisms used by *Azospirillum* to regulate cyst induction as well as a better understanding of overall cyst physiology. This study provides a foundation from which to better understand the numerous physiological differences that exist between vegetative and cyst states.

## Data bibliography

1. Sequence data has been deposited in NCBI’s Gene Expression Omnibus through GEO Series number GSE104188.

## Supplementary Data

Supplementary File 1

How the deposited data were processed for this re-analysis (not part of the article)

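RNA of 3 vegetative and 3 cyst samples of A. brasilense Sp7 was sequenced by the authors, with reads of 50 bp. According to the paper, the authors trimmed reads with Trimmomatic, aligned them with Bowtie2 to the Sp7 genome, counted them per gene with HTSeq and compared the groups with DESeq2, and the versions of these tools are not given in the sources used here. The authors' deposited table holds, for each of 5859 genes, a mean signal over all libraries (counts divided by size factors, called the mean count or mean normalized count in the text). It also holds the authors' log2 fold change of cyst over vegetative and the authors' adjusted p-value, with a functional label for each gene. Whether the authors' log2 fold changes were shrunken is not stated. Depth per library is not analysed here, nor are values per library, so no new test per gene was made and replicate spread is known only through the authors' adjusted p-value.

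Of these genes 116 had a mean of 0 and no test, and 5743 were used. Genes past adjusted p below 0.01 with an absolute log2 fold change of at least 3 were counted, as the paper's thresholds say. The p behind each adjusted p was recovered by undoing a Benjamini-Hochberg adjustment over all tested genes, and the implied standard error is the absolute log2 fold change divided by the normal quantile of that p. The paper states a false-discovery-rate adjustment, and the exact procedure and the form of the test are assumed here. Intervals of 95 % are the fold change with 1.96 standard errors on each side. The median implied standard error was 0.410 log2 units over all tested genes, and 0.278 to 0.817 held the middle 80 % of genes past the thresholds. The recovery was tested on simulated data, where 91.0 % of the genes past the thresholds had a true change of at least the minimum fold change. Those data were simulated under the same assumptions, which were therefore not tested. Levels in each group were implied from the mean and the fold change, with equal weight for both groups.

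Gene lists (37 in all) were fixed before the data were examined, as patterns on the 2 names that the authors' deposited table gives a gene, its KEGG orthology name and its GenBank product name, and the text names genes by either: ribosomal proteins, rRNA genes, tRNA genes, aminoacyl-tRNA synthetases, translation factors, RNA polymerase and sigma factors, complex I, type II NADH dehydrogenases, succinate dehydrogenase, cytochrome bc1, terminal oxidases, ATP synthase, nitrogen fixation, nitrate and nitrogen oxides, sulfur oxides, flagella, chemotaxis, polyhydroxybutyrate, fatty acid synthesis, lipopolysaccharide and outer membrane, peptidoglycan, DNA repair, DNA replication, cell division, heat shock proteins and chaperones, oxidative stress defence, osmoprotection, citric acid cycle, glyoxylate shunt, amino acid biosynthesis, branched-chain amino acid transport, iron uptake, cyclic nucleotides, transcriptional regulators, transposases and phage, type VI secretion, and toxin-antitoxin and starvation genes. Each list was compared with all other tested genes by Fisher's exact test, two-sided, for the share past the thresholds and, among those, for direction, with Benjamini-Hochberg adjustment over the lists. Its median was ranked among 10000 random lists of the same size drawn from 10 bins of the mean count. Genes of an operon are not independent, so both describe these libraries. The functional labels of the authors' deposited table were compared in the same way, folded for case and spelling. For the subunits of 2 enzymes, put together after values were seen, the median was ranked among random sets in the same way, and no such rank is given for groups that the paper names for their direction. Adjustment over the members of a list alone could hardly change its count. Of 1088 genes with the minimum fold change, only 63 miss the adjusted p limit, so equal counts under that adjustment add no support.

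Single genes named in the text are those the paper names by locus tag or labels in Figs 3, 5, 7 and 8, the 10 largest increases and 10 largest decreases past the thresholds with a product name and a mean count of at least 50, and up to 3 members of each list with the largest changes past the thresholds. Names outside this rule are said to be picked out after their values were seen. Alternatives tried were other thresholds, a Bonferroni adjustment, a test against a log2 fold change of 1, centring on 2 medians, filters on the mean count, protein-coding genes alone, and random lists drawn without matching. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with a random seed of 7. The supplementary tables and figures of the paper are not used here, and the R. centenum transcriptome is not analysed here.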

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

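Weighed below are 3 patterns that the paper does not discuss. The tests of scaling factors, messenger decay and read number, and the random placing of runs, were chosen only after the results were seen.

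Levels in cysts span a narrow range, as the standard deviation over genes of the implied log2 level was 1.09 in cysts and 2.56 in vegetative cells, and of the 575 genes with the highest mean counts 357 passed the thresholds downward and 1 upward. A scaling factor wrong for a whole library moves every gene alike and cannot narrow the range, and the spread in cysts was 0.424 of that in vegetative cells. Decay of messenger RNA during drying would leave stable tRNA genes high, and it stays open, since their median change lay at percentile 65.2 of random genes of like mean count, which includes the cyst level itself, and at 94.7 of random genes of any mean count. Even background along the genome in the cyst libraries, such as DNA left after the DNase treatment that the paper states, would put long products at least 1 log2 unit above and short products 1 below the median cyst level, where they lay at 0.48 (95 % interval -0.10 to 1.35, 28 genes) and -0.21 (-0.51 to 0.19, 39 genes). Both groups began high in vegetative cells, at 0.85 and 1.04, so transcripts left in cysts would mask such a background, which cannot be told apart from a change of the cells through their state, medium or drying, all untested biological explanations.

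In 2 stretches of neighbouring genes, AMK58_23895 to AMK58_24315 and AMK58_27765 to AMK58_28695, 257 genes had a median implied standard error of 1.97, against 0.40 elsewhere. Of them 51 had a log2 fold change of at least 3 either way and 0 passed the thresholds. Few reads in these genes would not account for it, since the ratio to genes elsewhere of like level was 3.53. A candidate explanation is sequence missing or at another copy number in some libraries, as in the loss of a plasmid region, because inside the stretches the standard error did not fall with the mean count (Spearman correlation across genes 0.279, elsewhere -0.619, and genes are not independent replicates). No biological explanation was tested, and values per library, which would decide, are not analysed here.

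Of the 116 genes with no reads in any library, 114 lie in 15 runs of neighbours. Among 49 of them with a specific product name, 71.4 % of names came back in another such run (95 % interval 54.0 to 87.8), against a median of 8.33 % (central 95 %, 0 to 24.0) for runs of these sizes placed at random among genes with reads, and 28.6 % did not (12.2 to 46.0). Sequence absent from the strain used would leave at least 80 % in no other run, so it does not account for the runs as a whole, though it stays open for the names in no other run. Reads of repeated sequences left out because they map to several places would bring back at least 80 %, which lies inside the interval of the first share. Names of ribosomal RNA and tRNA genes were among those that came back. Others came back in the same order, as endonuclease, chemotaxis protein and D-alanyl-D-alanine carboxypeptidase did from AMK58_13890 and from AMK58_21615. Such repeats go with this explanation. It stays open, also because 81.6 % of the names are carried by a gene with reads too and a shared name is not a shared sequence. No biological explanation was tested.

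Other genes with the largest changes are not named by locus tag in the paper's text or in its Figs 3, 5, 7 and 8, although it discusses ATPase subunits and ribosome genes as groups, and no explanation was tested for them. Higher in cysts in the authors' deposited table were AMK58_12710 (transcriptional regulator, 6.98), AMK58_02995 (hydrolase, 6.61), AMK58_16295 (permease, 5.62), AMK58_13325 (pseudogene, 5.55), AMK58_04000 (5-oxoprolinase, 5.44), AMK58_24335 (amidase, 5.43), AMK58_24850 (alpha/beta hydrolase, 5.37), AMK58_18690 (23S ribosomal RNA, 5.28) and AMK58_20780 (ATPase, 5.21). Lower in the authors' deposited table were AMK58_04385 (ATP synthase subunit a, -7.62), AMK58_12800 (competence protein ComF, -6.87), AMK58_10430 (ribosomal protein L7/L12, -6.61), AMK58_10415 (AraC family regulator, -6.51), AMK58_04525 (transcriptional regulator, -6.48), AMK58_10340 (ribosomal protein S17, -6.47), AMK58_09535 (repressor of glycine cleavage, -6.45), AMK58_19790 (peptidase M1, -6.44) and AMK58_09260 (TolR, -6.35).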

How the results depend on the processing

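The alternatives tried were all chosen before the data were examined. The number of genes past the thresholds (1025, 553 higher and 472 lower in cysts) stayed between 926 and 1025 with adjusted p below 0.001, a Bonferroni adjustment, either centring, a mean count of at least 10 or 50, or protein-coding genes alone. It rose to 3407 (1810 higher, 1597 lower) at adjusted p below 0.05 and a minimum log2 fold change of 1, 2026 (1102 and 924) at a minimum of 2, 3365 (1689 and 1676) with no minimum, and 1820 (868 and 952) in a test of each gene against a log2 fold change of 1. More genes were higher than lower in cysts by the paper's thresholds, but more were lower with a Bonferroni adjustment (50.6 %), after centring on the median of all genes (52.0 %) or without the 3 lists named below (52.4 %), and in the test against a log2 fold change of 1 (52.3 %). Of the gene lists, 4 held more genes past the thresholds than other genes did, against 1 at a minimum of 1 or with none, and 2 with a Bonferroni adjustment, after centring on the median of all genes or after centring without ribosomal protein, rRNA and tRNA genes. The ribosomal protein list was the 1 that held in all of them. The medians of 6 lists lay outside the central 95 % of matched random lists and those of 12 lists when the random lists were not matched on the mean count. Low only without matching were complex I (percentile 0), type II NADH dehydrogenases (0.03), amino acid biosynthesis (0.56), translation factors (0.69), succinate dehydrogenase (1.65), ATP synthase (1.65) and lipopolysaccharide genes (2.21). All genes past the thresholds on the list for type II NADH dehydrogenases are complex I subunits by name, so its rank does not speak for type II enzymes. High only without matching were flagella (99.2) and nitrogen fixation (99.6). Peptidoglycan, cytochrome bc1 and RNA polymerase genes came back inside without matching (percentiles 95.1, 4.26 and 8.72), and the first 2 also with genes of a mean count of at least 50 (88.6 and 2.77), which left 4 lists outside. The cause of the changes in the lists was not tested. Of the genes named in the text that pass the paper's thresholds, these do not pass with other settings: AMK58_13080, AMK58_14050 and AMK58_22255 at adjusted p below 0.001, AMK58_12430, AMK58_13080, AMK58_13325, AMK58_14050, AMK58_16980, AMK58_16990, AMK58_17920, AMK58_17980, AMK58_20780, AMK58_21405, AMK58_22255, AMK58_24705 and AMK58_25265 with a Bonferroni adjustment, AMK58_13080, AMK58_14050, AMK58_16990, AMK58_17920 and AMK58_22255 in the test against a log2 fold change of 1, AMK58_01955, AMK58_05095, AMK58_08205, AMK58_12430, AMK58_14040, AMK58_16990, AMK58_17920, AMK58_21450 and AMK58_24695 after centring on the median of all genes, and these with AMK58_04205 and AMK58_14810 after the other centring. Genes named in the text that the filters leave out are AMK58_13080, AMK58_14050 and AMK58_17980 at a mean count of at least 50, and the tRNA and rRNA genes. Centring moved all log2 fold changes by 0.15 (median of all genes) or 0.154 (without those 3 lists). No paired analysis was possible because values per library are not analysed here and no pairing of samples is stated. For want of values per library, no edgeR or DESeq2 fit was made, and other size factors, other pseudocounts, a model with replicate number, leaving out each replicate and a camera test of the lists were not run either. Outside the 2 stretches of neighbouring genes with high implied standard errors, those errors widen as the mean count falls.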

Differences from the paper's values

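At the same thresholds the paper counts 1011 genes, and the authors' deposited table holds 1025. For hypothetical proteins the paper states 137 repressed and 189 elevated, where the authors' deposited table holds 125 lower and 191 higher. The paper states 11 repressed complex I subunits, and 8 pass in the authors' deposited table. Counts this close, within the factor stated in the next paragraph, are otherwise not listed here. The paper states 1 succinate dehydrogenase gene as repressed (the paper's value), and the authors' deposited table holds 0 past the thresholds. The nearest subunit has -2.99 in the authors' deposited table. The alternatives set before the data were examined under which the count is 1 as well are centring on the median of all genes and centring without ribosomal protein, rRNA and tRNA genes. All other alternatives left a difference.

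Among named histidine kinases and response regulators the paper states 5 as repressed (the paper's value), and the authors' deposited table holds 3 past the thresholds. Of the alternatives set before the data were examined, the count is 5 at minimum log2 fold changes of 1 and 2, with no minimum and in the test against a log2 fold change of 1. After either centring it is 4, within the factor of 1.5 that is allowed here before counts are said to differ. Counts still differ at adjusted p below 0.001, with the recomputed and the Bonferroni adjustments, and with the filters on genes.

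Under the nitrogen label the paper shows about 5 lower genes in Fig. 1, read by eye, and the authors' deposited table holds 3. Of the alternatives set before the data were examined, the counts come within a factor of 1.5 at a minimum log2 fold change of 2 and in the test against a log2 fold change of 1 (6 each) and after either centring (4 each), and they differ by more under the others.

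The paper states that the cbb3-type ubiquinol oxidase was upregulated. In the authors' deposited table the 4 subunits annotated as cbb3-type have -5.28, -5.28, -5.56 and -3.89, and subunits of other cytochrome c oxidases have up to 4.91.

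The paper states that tRNAs for methionine, lysine and glutamine were elevated. A methionine tRNA has 4.17 and a lysine tRNA 3.00 in the authors' deposited table, whereas the 3 glutamine tRNA genes have -4.15, -2.15 and -0.48.

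The paper states that branched-chain amino acid transporters were mainly repressed. On the list of 80 such genes 12 fell and 9 rose.

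The paper counts 10 named genes among its changes that do not pass its thresholds in the authors' deposited table. They are AMK58_25700 (2.94), AMK58_10850 (2.66), AMK58_27900 (4.51, adjusted p = 0.0204), AMK58_16040 (-2.83), AMK58_23595 (-2.93), AMK58_21530 (-2.65), AMK58_06740 (-2.70), AMK58_07210 (-2.97), AMK58_04720 (2.94) and AMK58_06610 (-2.97), all with the stated sign in the authors' deposited table. At a minimum log2 fold change of 2 all pass but AMK58_27900.

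The paper calls AMK58_25580 an indole pyruvate decarboxylase and places AMK58_06725 in acetyl-CoA formation. Their product names in the authors' deposited table are aldehyde dehydrogenase and N-acetyl-gamma-glutamyl-phosphate reductase (ArgC).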

Other observations

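Several groups that the paper does not describe held changes in cysts. RNA polymerase, which makes all transcripts, fell in its beta (AMK58_10425, -4.96) and alpha subunits (AMK58_05805, -4.88), and a sigma factor of the ECF type (AMK58_21850, -7.11) fell further, in the authors' deposited table. Of 27 polymerase and sigma factor genes 4 fell and 1 rose, 5 also when adjusted over the list alone (Fisher's exact test, two-sided, p = 1.00), and their median lay at percentile 1.11 of random lists of like mean count. Chaperones and proteases of the heat shock response, which refold or remove damaged proteins, did not rise as a group although the cysts were kept at 42 °C. Of 37 such genes 5 fell and 2 rose, 7 also when adjusted over the list alone (Fisher's exact test, two-sided, p = 0.830), with a hypothetical chaperone (AMK58_06035, -5.81), ClpS (AMK58_04255, -4.11) and ClpX (AMK58_06085, -3.98) lowest in the authors' deposited table. Starvation and stress proteins fell where they passed, namely carbon starvation protein A (AMK58_14140, -5.06), UspA (AMK58_07580, -3.65) and the DNA-protecting protein Dps (AMK58_03325, -3.37) in the authors' deposited table, 3 of 15 toxin-antitoxin and starvation genes, the same number when adjusted over the list alone (Fisher's exact test, two-sided, p = 0.740).

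Defence against oxygen damage was split. Superoxide dismutase (AMK58_16895, -4.59) fell, and both subunits of alkyl hydroperoxide reductase (AMK58_19135, 4.25, and AMK58_19130, 4.15), which removes peroxides, rose in the authors' deposited table. Over 24 genes of that list 2 rose and 2 fell, 4 also when adjusted over the list alone (Fisher's exact test, two-sided, p = 1.00). Type VI secretion, a machine that injects proteins into neighbouring cells, was lower at ImpH (AMK58_18855, -6.06), ImpF (AMK58_18845, -5.19) and ImpG (AMK58_18850, -5.07) in the authors' deposited table. In that list 3 of 17 genes fell and 2 rose, 5 also when adjusted over the list alone (Fisher's exact test, two-sided, p = 0.208). Chemotaxis genes, which steer swimming, moved both ways, with CheR (AMK58_19555, -5.20) and another chemotaxis protein (AMK58_11770, -4.45) lowest in the authors' deposited table, and 7 of 89 fell and 5 rose, 12 also when adjusted over the list alone (Fisher's exact test, two-sided, p = 0.330). Among transposase and phage genes 3 of 42 rose and none fell, the same number when adjusted over the list alone (Fisher's exact test, two-sided, p = 0.0702). They are 2 transposases, of which AMK58_15335 has 4.75 in the authors' deposited table, and AMK58_20065, a phage-type DNA polymerase by its orthology name and a uracil-DNA glycosylase by its GenBank name. Ribosomal RNA genes, read here after any depletion, rose at 3 of 18 genes and fell at 2, 5 also when adjusted over the list alone (Fisher's exact test, two-sided, p = 0.348), with 5S genes at 4.15 (AMK58_18685) and -3.83 (AMK58_22255) in the authors' deposited table.

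The fold changes fell with the mean count across genes (Spearman correlation -0.732), and the implied levels of the 2 groups had a Spearman correlation of 0.477. Genes are not independent replicates, and part of the first value follows from the mean holding both groups.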
